# Role of exogenous abscisic acid in freezing tolerance of mangrove *Kandelia obovata* under natural frost condition at near 32^°^N

**DOI:** 10.1186/s12870-022-03990-2

**Published:** 2022-12-19

**Authors:** Xing Liu, Xiang Lu, Sheng Yang, Yu Liu, Wenqing Wang, Xin Wei, Hongjiu Ji, Bo Zhang, Wenzhen Xin, Junxiu Wen, Jinwang Wang, Qiuxia Chen

**Keywords:** *Kandelia obovata*, Cold stress, Abscisic acid, Physiological responses, Transcriptomic analysis, Phenylpropanoid metabolism

## Abstract

**Background:**

Mangroves possess substantial ecological, social, and economic functions in tropical and subtropical coastal wetlands. *Kandelia obovata* is the most cold-resistance species among mangrove plants, with a widespread distribution in China that ranges from Sanya (18° 12′ N) to Wenzhou (28° 20′ N). Here, we explored the temporal variations in physiological status and transcriptome profiling of *K. obovata* under natural frost conditions at ~ 32^o^N, as well as the positive role of exogenous abscisic acid (ABA) in cold resistance.

**Results:**

The soluble sugar (SS) and proline (Pro) functioned under freezing stress, of which SS was more important for *K. obovata*. Consistently, up-regulated DEGs responding to low temperature were significantly annotated to glycometabolism, such as starch and sucrose metabolism and amino sugar and nucleotide sugar metabolism. Notably, the top 2 pathways of KEGG enrichment were phenylpropanoid biosynthesis and flavonoid biosynthesis. For the antioxidant system, POD in conjunction with CAT removed hydrogen peroxide, and CAT appeared to be more important. The up-regulated DEGs responding to low temperature and ABA were also found to be enriched in arginine and proline metabolism, starch and sucrose metabolism, and peroxisome. Moreover, ABA triggered the expression of *P5CS* and *P5CR*, but inhibited the *ProDH* expression, which might contribute to Pro accumulation. Interestingly, there was no significant change in malondialdehyde (MDA) content during the cold event (*P* > 0.05), suggesting foliar application of ABA effectively alleviated the adverse effects of freezing stress on *K. obovata* by activating the antioxidant enzyme activity and increasing osmolytes accumulation, such as Pro, and the outcome was proportional to ABA concentration.

**Conclusions:**

This study deepened our understanding of the physiological characters and molecular mechanisms underlying the response of *K. obovata* to natural frost conditions and exogenous ABA at the field level, which could provide a sound theoretical foundation for expanding mangroves plantations in higher latitudes, as well as the development coastal landscape.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12870-022-03990-2.

## Background

Mangroves are the only woody halophytes living at the confluence of land and sea along tropical and subtropical tidal wetlands [1, 2]. They possess substantial ecological and commercial functions, being an important habit for birds, fish, crustaceans, and shellfish; offering protection of coastal communities from storm surges, typhoons, and tsunamis, and being an accumulation site for sediment, carbon, and nutrients [2]. It is well known that mangroves are delimited in latitudinal range by varying sensitivity to cold, and natural distribution in China is from Sanya (18°12΄ N), Hainan Province, to Fuding (27°20΄ N), Fujian Province [3]. The Intergovernmental Panel on Climate Change predicted that the global mean temperature will increase by 1.5 ℃ or more over the next 20 years. If the temperature rises by more than 4.0 ℃, mangroves would extend to Nanjing (32°37΄ N), Jiangsu Province [4]. From 1980 to 2009, the average temperature in the southern coastal area of China increased by 0.5 ℃ every 10 years, of which the magnitude showed a gradually increasing trend with latitude (http://www.cma.gov.cn). Consequently, some attempts have been made to transplant mangroves in higher latitude, such as Wenzhou (27°56′ N), Taizhou (28°41΄ N), Zhoushan (29°93΄ N), and Shanghai (30°53΄ N) [4–7]. Global warming facilitates the range extensions of mangroves to higher latitude, whereas the accompanying climate instability, such as extreme cold event could lead to physiological damage, mortality, and/or range contraction [8, 9]. In January 2016, a successive historic freezing event (minimum -5.5 °C) occurred in Yueqing Bay (28°20′ N), Wenzhou, which caused severe damage or even complete loss of introduced mangroves. Therefore, it is of great significance to characterize and understand how mangroves adapt and acclimate to freezing temperature at higher latitude [4, 6, 9].

*Kandelia obovata,* a member of the genus *Kandelia* in the family Rhizophoraceae, is the most cold-tolerant mangrove species [2, 9]. Moreover, due to its specific viviparous phenomena, beautiful shape, and unique floral pattern, *K. obovata* is an excellent coastal wetland landscape tree [1, 2]. Low temperature limits nutrient intake [10], disturbs normal photosynthesis [7], accelerates reactive oxygen species (ROS) formation [11], and ultimately leads to cell membrane damage, metabolism disorder, and even causes death of *K. obovata* [6, 12, 13]. Abscisic acid (ABA) is a vital phytohormone triggering adaptive responses to enable plants to cope with unfavorable environments [14]. Consistently, cold stress is always accompanied by elevated endogenous ABA content in plants [15]. Many reports also showed that external application of ABA effectively improved cold tolerance in many plant species which include chickpea [16], pepper [17], wheat [18], sugarcane [19], bermudagrass [20], and grapevine [21]. However, the negative effect of ABA on chilling resistance was observed in mandarin [22]. To date, no study had been conducted on the role of exogenous ABA in *K. obovata* under low-temperature stress.

RNA deep-sequencing (RNA-seq) has been used in molecular studies of the environmental stress responses of plants [23], whereas previous studies on the responses of *K. obovata* to cold stress are mostly limited to the physiological level [4, 6, 7, 9–11, 13]. Moreover, the aforementioned studies on the cold stress of *K. obovata* focused on low temperatures above 0 ℃, primarily investigated the cooling treatment. The responses of *K. obovata* to natural freezing temperature remain largely unknown as extreme low-temperature events are relatively uncommon in mangroves distribution area and difficult to fully replicate via manipulative experiments [9]. In 2019, *K. obovata* seedlings were firstly introduced to Qigong, Jiangsu Province at 31^o^59′ N from Wenzhou (northern boundary of artificial cultivation), Zhejiang Province at 27^o^56′ N. The objective of this study was to explore the temporal variations in physiological status and transcriptome profiling of mangrove *K. obovata* under natural frost conditions, as well as the acquisition of cold-resistance capability after exogenous ABA application. This study provides some insights into the possible physiological and molecular mechanisms underlying *K. obovata* response to freezing stress at the field level. It is anticipated that this information will provide a sound theoretical foundation for expanding mangroves plantations in higher latitudes, as well as the development coastal landscape.

## Results

### Effect of exogenous ABA on osmolytes in *K. obovata* during natural frost conditions

To study the relationships between physiological status and cold tolerance in *K. obovata*, it is imperative to study the varieties of osmotic adjustment substances during the cold event [24–27]. As shown in Fig. 1, cold stress dramatically reduced the osmolytes of *K. obovata* (*P* < 0.05) with contents of soluble sugar (SS, Fig. 1a), soluble protein (SP, Fig. 1b), and proline (Pro, Fig. 1c) decreasing from 11.4 mg g^−1^, 9.8 mg g^−1^, 33.4 µg g^−1^ to 9.6 mg g^−1^, 7.4 mg g^−1^, 25.4 µg g^−1^, respectively. Then the SS and Pro gradually increased with progress in persistence of low temperature. Notably, only SS returned to the original value before the cold event when temperature recovered (11.4 ± 0.4 mg g^−1^ *vs* 11.0 ± 0.7 mg g^−1^, *P* > 0.05), implying *K. obovata* suffered frost damage during the cold event. After ABA spraying, the osmolytes of *K. obovata* were significantly higher than control when initially subjected to cold stress (*P* < 0.05). For example, the SS, SP, and Pro of *K. obovata* treated with 100 mg L^−1^ ABA remarkably increased from 11.9 mg g^−1^, 10.1 mg g^−1^, and 33.6 µg g^−1^ to 13.4 mg g^−1^, 15.7 mg g^−1^, and 39.9 µg g^−1^, respectively. Then SS progressively increased, whereas SP and Pro sharply decreased with the continuous low temperature. Notably, all the SS, SP, and Pro contents returned to the original values before the cold event as temperature recovered (*P* > 0.05). These results above indicated a sequentially synergistic effect of osmolytes, of which SP and Pro worked when initially subjected to the freezing tress, and SS acted during the whole cold event. Generally, exogenous ABA has a promotive effect on the osmotic adjustment substances, among which 100 mg L^−1^ ABA application was the highest.

**Fig. 1:**
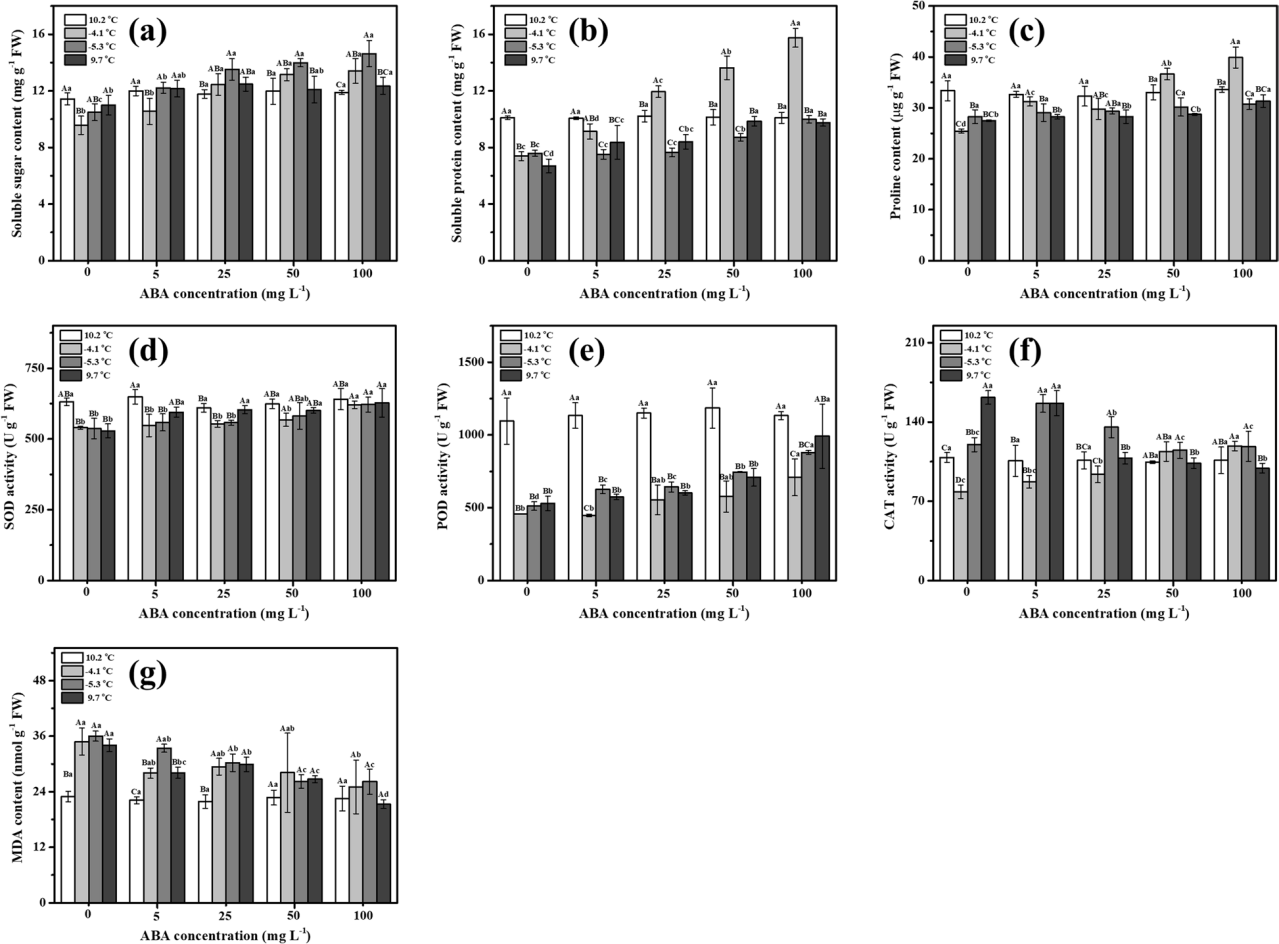
The temporal variations in physiological status of *K. obovata* under the natural frost conditions and exogenous ABA treatment. **a** soluble sugar content, **b** soluble protein content, **c** proline content, **d** SOD activity, **e** POD activity, **f** CAT activity, **g** MDA content. The data are presented as the means of three replicates (± SDs). Different uppercase letters indicate significant difference among different stages of cold event under the same ABA concentration at *P* < 0.05; lowercase letters indicate significant difference among different ABA concentrations under the same stage of cold event at *P* < 0.05

### Effect of exogenous ABA on enzymatic antioxidants in *K. obovata* during natural frost condition

When initially facing the freezing stress, the activity of superoxide dismutase (SOD, Fig. 1d), peroxidase (POD, Fig. 1e) and catalase (CAT, Fig. 1f) in *K. obovata* leaves dropped dramatically from 624.1 U g^−1^, 1095.1 U g^−1^, and 108.7 U g^−1^ to 540.2 U g^−1^, 456.0 U g^−1^, and 78.4 U g^−1^, respectively (*P* < 0.05). Then POD and CAT gradually increased, and ultimately the activity of CAT was 161.7 U g^−1^, obviously higher than the initial value before the cold event (*P* < 0.05). For SOD, there were no apparent changes with the sustained low temperature (-4.1 ℃ *vs* -5.3 ℃) or restored temperature (9.7 ℃). Meanwhile, the MDA content firstly increased from 23.0 nmol g^−1^ to 34.8 nmol g^−1^, and then kept constant during the cold event (Fig. 1g), suggesting POD and CAT worked together to remove hydrogen peroxide, of which CAT might be more important due to its higher CAT activity. It was evident that exogenous ABA played a positive role in alleviating the oxidative damage to cell membrane triggered by cold stress. For example, the MDA content in *K. obovata* treated with 100 mg L^−1^ ABA reached a maximum of 26.2 ± 2.7 nmol g^−1^ at -5.3 ℃, obviously lower than control check (CK) (36.0 ± 1.1 nmol g^−1^, *P* < 0.05). There was no significant difference among the SOD activity during the cold event after foliar spray of ≥ 50 mg L^−1^ ABA (*P* > 0.05). The SOD activity decreased remarkably in response to cold stress and then returned as temperature recovered when ABA concentration was below 50 mg L^−1^ (*P* < 0.05). Interestingly, the CAT activity firstly decreased to 78.4 ~ 87.2 U g^−1^ and then increased to 156.7 ~ 161.7 U g^−1^, whose variation trend was similar to CK. The decreasing amplitude of POD was mitigated after ABA spraying, and the effect was proportional to the ABA concentration. Finally, the POD activity reached a peak of 991.1 U g^−1^ under ABA 100 mg L^−1^, which was 1.87 times that of CK. To sum up, exogenous ABA effectively improved the cold resistance of *K. obovata* by enhancing the activity of protective enzymes, among which 100 mg L^−1^ ABA was the best one, and no obvious oxidative stress was observed.

### Transcriptome analysis of *K. obovata* under freezing stress and ABA treatment

Based on the physiological changes of *K. obovata*, RNA-Seq was performed on two groups, including 100 mg L^−1^ ABA-treated sample and CK with three biological replicates in each group. 

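Leaves of *K. obovata* seedlings were sampled at 4 stages of a natural frost event, from unsprayed seedlings (CK) and from seedlings assigned to a foliar spray of 100 mg L-1 ABA (ABA-100), which gives 8 groups of 3 libraries. The stages were 10.2 ℃ on December 1, -4.1 ℃ and -5.3 ℃ on December 2, and 9.7 ℃ on December 3. ABA is a plant hormone of the response to water deficit and cold. It was sprayed after the sampling at 10.2 ℃, so the leaves of ABA-100 (10.2 ℃) had not been sprayed when they were taken. The authors trimmed the paired-end reads with SeqPrep and Sickle, assembled unigenes with Trinity without a reference genome, and estimated the abundance of each unigene with RSEM. The deposited values are TPM, relative abundances which correct for transcript length and give every library the same total. Read counts were not used here, so the depth behind each TPM value is unknown, and the paper's Table 1 gives 44899182 to 55661348 clean reads per library. Per library, 25523 to 27061 unigenes had a TPM above 0 (median 25874). From the TPM values, DEGs were called with limma (with trend) on log2(TPM + 1) in one fit of all 24 libraries, over the 21523 unigenes with at least 1 TPM in at least 3 libraries, at a Benjamini-Hochberg adjusted p of 0.05 or less and a log2 fold change beyond 1 in either direction. Across unigenes, Pearson's r was 0.963 to 0.978 between libraries of one group and 0.929 to 0.973 between libraries of different groups. The labels of the deposited libraries and the volcano plots of the paper differ. Of 41 unigene names read from the volcano plots of Fig. 2 and Fig. 3, 9 had a log2 fold change beyond 1 in the drawn direction between the libraries labelled with the groups of that plot. One assignment of whole deposited groups, found from the values, gave the drawn change for 41 of 41. In it the libraries labelled CK (-4.1 ℃) and ABA-100 (-4.1 ℃) would both be CK. It was not used to name any library. The groups are written as the libraries are labelled, and every direction holds for those labels. Differences between the labelled treatments may therefore not be effects of ABA. The paper reports no RT-qPCR. Its assays show lower SOD, POD and CAT activity in CK at the first freezing stage and a smaller drop of POD with ABA (Fig. 1), which does not settle the labels.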

After quality control, a total of 1,190,579,508 high-quality clean reads were obtained, and Q20 and Q30 values were both above 97% and 92%, respectively (Table 1). Moreover, the average guanine-cytosine (GC) was more than 45.09%. The de novo assembly using Trinity yielded 33,957 unigenes ranging from 201 to 18,737 bp with an average length of 1,794 bp, and N50 of 3,306 bp (Table 2). 

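The deposited table gives each unigene an identifier and no gene name. In it, 33255 unigenes had a TPM above 0 in at least 1 library, 18071 had one in every library and 89 were at 0 throughout. The 10 most abundant unigenes of a library took 14.9% to 21.4% of its TPM.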

The number of unigenes successfully annotated to the NR database was the highest (20,200; 60.62%), followed by COG (18,781; 56.37%), GO (16,867; 50.62%), Swiss-Prot (16,237; 48.73%), Pfam (15,241; 45.74%) and KEGG (9,427; 28.29%) (Supplementary Fig. S2).

**Table 1:** Summary of transcriptome sequencing data and transcriptome assembly

Sample	Clean reads	Clean bases	Error rate (%)	Q20 (%)	Q30 (%)	GC content (%)
CK 10.2 ℃-1	45,719,334	6.82E + 09	0.0265	97.42	92.73	45.09
CK 10.2 ℃-2	50,506,460	7.53E + 09	0.0266	97.38	92.59	45.33
CK 10.2 ℃-3	50,074,114	7.49E + 09	0.0265	97.42	92.68	45.25
CK -4.1 ℃-1	48,129,050	7.19E + 09	0.0266	97.38	92.59	45.4
CK -4.1 ℃-2	53,013,670	7.9E + 09	0.0266	97.42	92.67	45.42
CK -4.1 ℃-3	55,661,348	8.3E + 09	0.0269	97.29	92.39	45.43
CK -5.3 ℃-1	47,262,186	7.06E + 09	0.0271	97.19	92.16	45.4
CK -5.3 ℃-2	52,392,980	7.83E + 09	0.0265	97.43	92.67	45.37
CK -5.3 ℃-3	51,889,784	7.75E + 09	0.0246	98.24	94.5	45.67
CK 9.7 ℃-1	53,295,008	7.95E + 09	0.0266	97.38	92.58	45.19
CK 9.7 ℃-2	49,059,952	7.31E + 09	0.027	97.24	92.29	45.33
CK 9.7 ℃-3	48,207,922	7.17E + 09	0.0266	97.41	92.65	45.34
ABA 10.2 ℃-1	49,330,884	7.37E + 09	0.0274	97.1	91.96	45.25
ABA 10.2 ℃-2	44,899,182	6.7E + 09	0.0263	97.51	92.9	45.33
ABA 10.2 ℃-3	48,488,702	7.22E + 09	0.0264	97.47	92.77	45.39
ABA -4.1 ℃-1	52,589,416	7.84E + 09	0.0262	97.54	92.97	45.18
ABA -4.1 ℃-2	50,639,262	7.54E + 09	0.0262	97.55	93	45.27
ABA -4.1 ℃-3	48,285,670	7.21E + 09	0.0264	97.46	92.79	45.2
ABA -5.3 ℃-1	47,868,554	7.17E + 09	0.0271	97.21	92.21	45.52
ABA -5.3 ℃-2	47,914,928	7.16E + 09	0.0266	97.39	92.62	45.47
ABA -5.3 ℃-3	53,201,112	7.95E + 09	0.0258	97.75	93.28	45.77
ABA 10.2 ℃-1	45,655,372	6.82E + 09	0.0269	97.27	92.33	45.4
ABA 10.2 ℃-2	45,468,018	6.79E + 09	0.0268	97.3	92.43	45.3
ABA 10.2 ℃-3	51,026,600	7.62E + 09	0.025	98.07	94.04	45.82
Total	1,190,579,508

**Table 2:** Statistical results of transcriptome unigenes

Total number	200-500 bp	501-1000 bp	1001-1500 bp	> 1501 bp	N50	Max length	Min length	Average length
33,957	9411	7845	3115	13,586	3306	18,737	201	1793.73

Generally, samples with similar characteristics clustered but samples with different characteristics segregated on score plots. 

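On the first principal component of log2(TPM + 1), with unigenes centred and scaled, every library labelled CK scored below every library labelled ABA-100 of the same stage at 10.2, -4.1 and -5.3 ℃, and the treatments overlapped at 9.7 ℃. The mean PC1 score was -98.2 ± 20.9 (SD, n = 3) for the libraries labelled CK (-4.1 ℃) and 71.6 ± 19.2 (SD, n = 3) for those labelled ABA-100 (-4.1 ℃). The leaves labelled 10.2 ℃, taken before the spray, lay at -76.6 ± 9.82 (SD, n = 3) for CK and 112 ± 17.4 (SD, n = 3) for ABA-100. At 9.7 ℃ the PC1 scores were -22.0 ± 9.08 (SD, n = 3) for CK and 17.2 ± 37.0 (SD, n = 3) for ABA-100. On PC2, the libraries labelled ABA-100 (-4.1 ℃) scored 73.4 ± 11.6 (SD, n = 3) and those labelled ABA-100 (9.7 ℃) 95.4 ± 36.7 (SD, n = 3), while those labelled ABA-100 (10.2 ℃) scored -58.3 ± 11.3 (SD, n = 3). PC1 held 18.3% and PC2 10.2% of the variance. Of the variance of the PC1 scores, 78.8% lay between the treatments as labelled and 2.1% between the stages, and of the PC2 scores 11.8% and 29.6%. For ABA-100 against CK, the two-sided exact permutation p for PC1 was 0.1 at each stage except 9.7 ℃, where it was 0.3, and 0.1 is the smallest p that 3 libraries against 3 allow. The share of the PC2 scores between treatments was 0.5% with unigenes not scaled, and without replicate 1 of the libraries labelled ABA-100 (9.7 ℃) it was 3.3%.

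**Figure D1:**
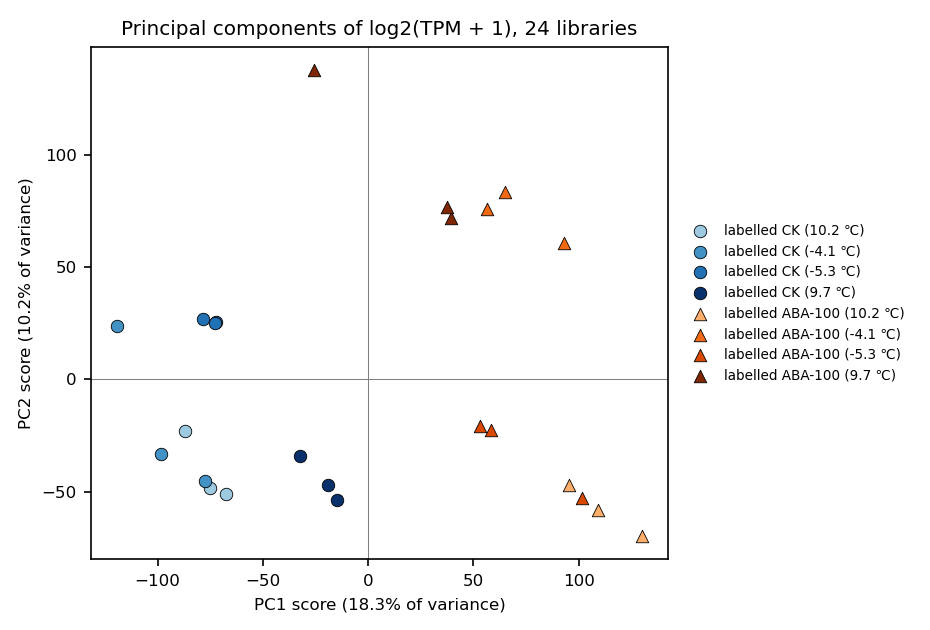
Scores of the 24 libraries on PC1 (x axis, 18.3% of variance) and PC2 (y axis, 10.2%), without units. Circles are libraries labelled CK and triangles libraries labelled ABA-100, shaded by stage, and the CK libraries all lie at negative PC1 scores.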

The principal component 1 separated samples from different temperatures during the cold event period, and principal component 2 separated ABA treatment from CK (Supplementary Fig. S3). 

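Between the libraries labelled CK (10.2 ℃) and CK (-4.1 ℃), 79 unigenes were DEGs. DN25514_c0_g1 fell from 888 ± 103 TPM (SD, n = 3) to 176 ± 34.2 TPM (SD, n = 3), and DN1735_c0_g1 fell from 6.11 ± 1.42 to 2.10 ± 0.46 TPM (SD, n = 3 each). Both are named in Fig. 2a as up-regulated, the opposite direction. Between the libraries labelled CK (10.2 ℃) and CK (-5.3 ℃), 325 unigenes were DEGs. Of these, DN2826_c0_g2 rose from 6.51 ± 1.49 to 18.0 ± 0.99 TPM and DN11589_c0_g2 from 10.4 ± 1.46 to 26.2 ± 5.39 TPM (SD, n = 3 each). At 9.7 ℃ against 10.2 ℃, 214 unigenes were DEGs, among them DN2617_c0_g1, which rose from 103 ± 13.2 to 317 ± 7.98 TPM, and DN9999_c0_g2, which fell from 37.9 ± 1.91 to 13.4 ± 0.495 TPM (SD, n = 3 each). The log2 fold change was -2.34 (standard error 0.29, adjusted p = 0.000153 from limma) for DN25514_c0_g1 and 1.61 (standard error 0.06, adjusted p = 6.45e-12 from limma) for DN2617_c0_g1. The deposited table does not pair these identifiers with gene names. The number of DEGs at -4.1 ℃ was 48 without replicate 1 of the libraries labelled CK (10.2 ℃) and 14 in a fit of the libraries of that contrast alone, where DN1735_c0_g1 had the same log2 fold change of -1.19 with an adjusted p of 0.221 from limma.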

There were 293, 1,778, and 1,328 differentially expressed genes (DEGs) with annotations in CK (10.2 ℃) *vs* CK (-4.1 ℃), CK (10.2 ℃) *vs* CK (-5.3 ℃), and CK (10.2 ℃) *vs* CK (9.7 ℃), respectively (Fig. 2a). Among them, there were 184, 1,325, and 1,123 up-regulated DEGs, respectively (Fig. 2b). 

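Of the DEGs between libraries labelled CK, 28 were up-regulated and 51 down-regulated at -4.1 ℃, 247 were up-regulated and 78 down-regulated at -5.3 ℃, and 105 were up-regulated and 109 down-regulated at 9.7 ℃, each against 10.2 ℃. The majority at -4.1 ℃ depends on the fit, with 10 up-regulated and 4 down-regulated in a fit of the libraries of the contrast alone, and 45 and 42 without replicate 3 of the libraries labelled CK (-4.1 ℃). The pictures of Fig. 2a and Fig. 2b are volcano plots titled with their contrasts, although the legend names other panels there. Fig. 2a names 10 unigenes as up-regulated, and 1 drawn as down-regulated was left out because its name is partly hidden. Between the libraries so labelled none of the 10 rose and 5 fell, with a median log2 fold change of -1.03. Of the 10 unigenes named as up-regulated in Fig. 2b, 6 rose and none fell, and neither of the 2 named as down-regulated passed the test. DN12077_c0_g2, drawn as down-regulated, had 55.2 ± 8.32 TPM (SD, n = 3) in the libraries labelled CK (10.2 ℃) and 39.3 ± 11.7 TPM (SD, n = 3) in those labelled CK (-5.3 ℃).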

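Before the spray, at 10.2 ℃, the libraries labelled CK and ABA-100 already differed in 1064 DEGs (717 up-regulated, 347 down-regulated). The counts between the labelled treatments at the freezing stages can therefore not be assigned to the spray. Between the libraries labelled CK (-4.1 ℃) and ABA-100 (-4.1 ℃), 989 unigenes were up-regulated and 359 down-regulated, 1348 DEGs in all. DN4805_c0_g1, drawn as up-regulated in the volcano plot of this contrast, rose from 9.38 ± 4.99 to 34.0 ± 1.47 TPM (SD, n = 3 each), and DN32383_c0_g1, drawn as down-regulated, fell from 20.8 ± 4.56 to 8.02 ± 0.787 TPM (SD, n = 3 each). In the opposite direction to the plot, DN3583_c0_g1 rose from 13.1 ± 1.78 to 105 ± 9.88 TPM and DN7024_c2_g1 fell from 17.2 ± 10.1 to 5.02 ± 0.223 TPM (SD, n = 3 each). The log2 fold change of DN3583_c0_g1 was 2.91 (standard error 0.29, adjusted p = 2.11e-07 from limma). Of the 5 unigenes named there as up-regulated 1 rose and 2 fell, and of the 4 named as down-regulated 1 fell and 1 rose. At the adjusted p alone, with small changes included, the majority was down-regulated (2581 up-regulated, 4626 down-regulated). In 1283 of the 1348 DEGs every library of one group lay beyond every library of the other, as in 1009 of the 1064 before the spray. The thresholds favour unigenes without overlap, so this is no further evidence of a change.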

A total of 277 DEGs responding to exogenous ABA were observed under -4.1 ℃, including 172 up-regulated and 105 down-regulated DEGs, respectively (Fig. 3a). Moreover, under -5.3 ℃ there were 626 up-regulated and 554 down-regulated DEGs, respectively (Fig. 3b). 

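At -5.3 ℃ the labelled treatments differed in fewer unigenes than before the spray (1064 DEGs). Between the libraries labelled CK (-5.3 ℃) and ABA-100 (-5.3 ℃), 99 unigenes were up-regulated and 292 down-regulated, 391 DEGs in all. DN475_c0_g1, drawn as down-regulated in Fig. 3b, fell from 19.3 ± 1.11 to 5.84 ± 0.347 TPM (SD, n = 3 each), a log2 fold change of -1.57 (standard error 0.30, adjusted p = 0.000644 from limma). DN8193_c0_g1, drawn as up-regulated, had 19.5 ± 0.645 and 34.5 ± 2.21 TPM (SD, n = 3 each), a log2 fold change of 0.79 that stayed below the threshold of 1. Of the 5 unigenes named as up-regulated none passed the test, and of the 5 named as down-regulated 1 fell. The median log2 fold change of all unigenes was -0.147 in this contrast, and with median-of-ratios scaling, which sets it to 0, 137 unigenes were up-regulated and 165 down-regulated. Quantile normalization gave 145 and 164, and with a pseudocount of 0.1 DN475_c0_g1 had a log2 fold change of -1.71 (adjusted p = 0.0842 from limma), no smaller than before.

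**Figure D2:**
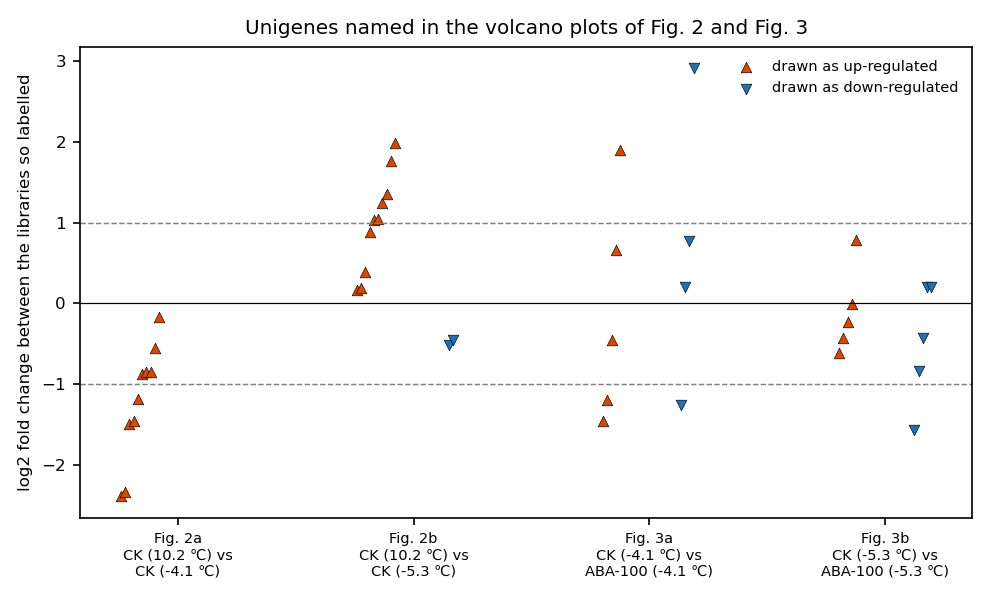
Log2 fold change (y axis) of the 41 unigenes named in the volcano plots of Fig. 2a, Fig. 2b, Fig. 3a and Fig. 3b (x axis), between the libraries labelled with the groups of each plot. Triangles pointing up are unigenes drawn as up-regulated, triangles pointing down those drawn as down-regulated, dashed lines mark 1 and -1, and 9 unigenes lie beyond the line of their drawn direction.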

To filter preferential ABA-induced cold resistance-related genes, CK (-4.1 ℃) *vs* ABA-100 (-4.1 ℃) and CK (-5.3 ℃) *vs* ABA-100 (-5.3 ℃) was identified using a venn diagram, and 139 DEGs were shared (Fig. 3c).

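As the libraries are labelled, 124 unigenes were DEGs of ABA-100 against CK both at -4.1 ℃ and at -5.3 ℃. Of these, 34 were up-regulated at both stages, 56 were down-regulated at both, and 34 changed in opposite directions. By chance 24.49 of the 21523 unigenes tested would be shared (one-sided Fisher's exact test, p = 2.1e-54, with unigenes that are not independent replicates). The contrasts use different libraries, but the paper sampled the same seedlings at each stage. The labelled treatments also differed in 1064 DEGs before the spray. A difference already there would enter both contrasts, so the overlap cannot be assigned to the spray. With median-of-ratios scaling 46 shared DEGs were up-regulated and 30 down-regulated at both stages. With a pseudocount of 0.1 the shared DEGs numbered 249. Among the unigenes of Table S1, the gene of phenylalanine ammonia-lyase (DN13229_c0_g1), the first enzyme of the phenylpropanoid pathway, fell in both contrasts, and at -5.3 ℃ it passed in none of the fits without 1 of the 6 libraries.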

**Fig. 2:**
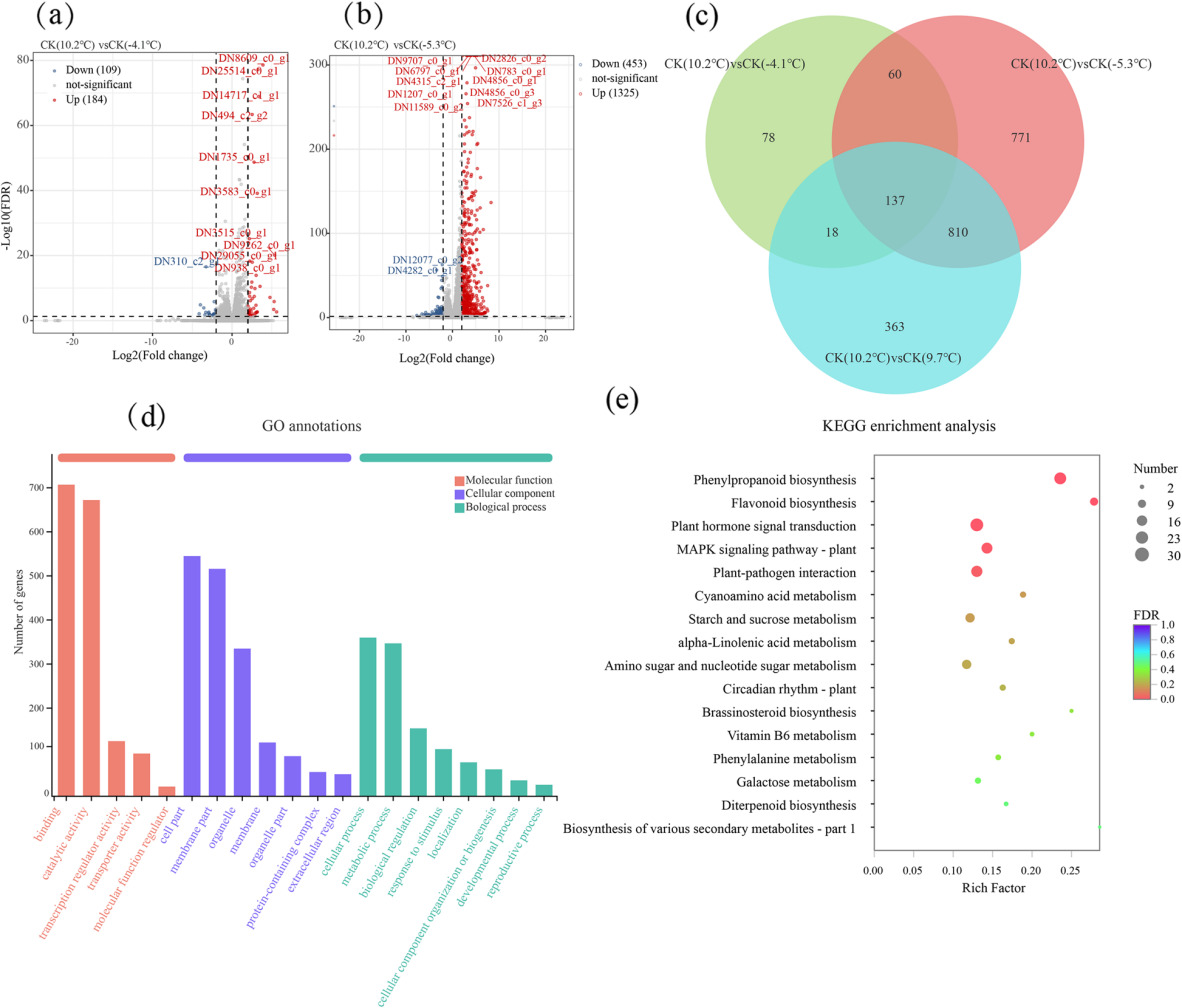
Differentially expressed genes (DEGs) of *K. obovata* during the cold event. **a** Venn diagram, **b** numbers of up and down DEGs, **c** GO annotations, and **d** KEGG enrichment analysis

**Fig. 3:**
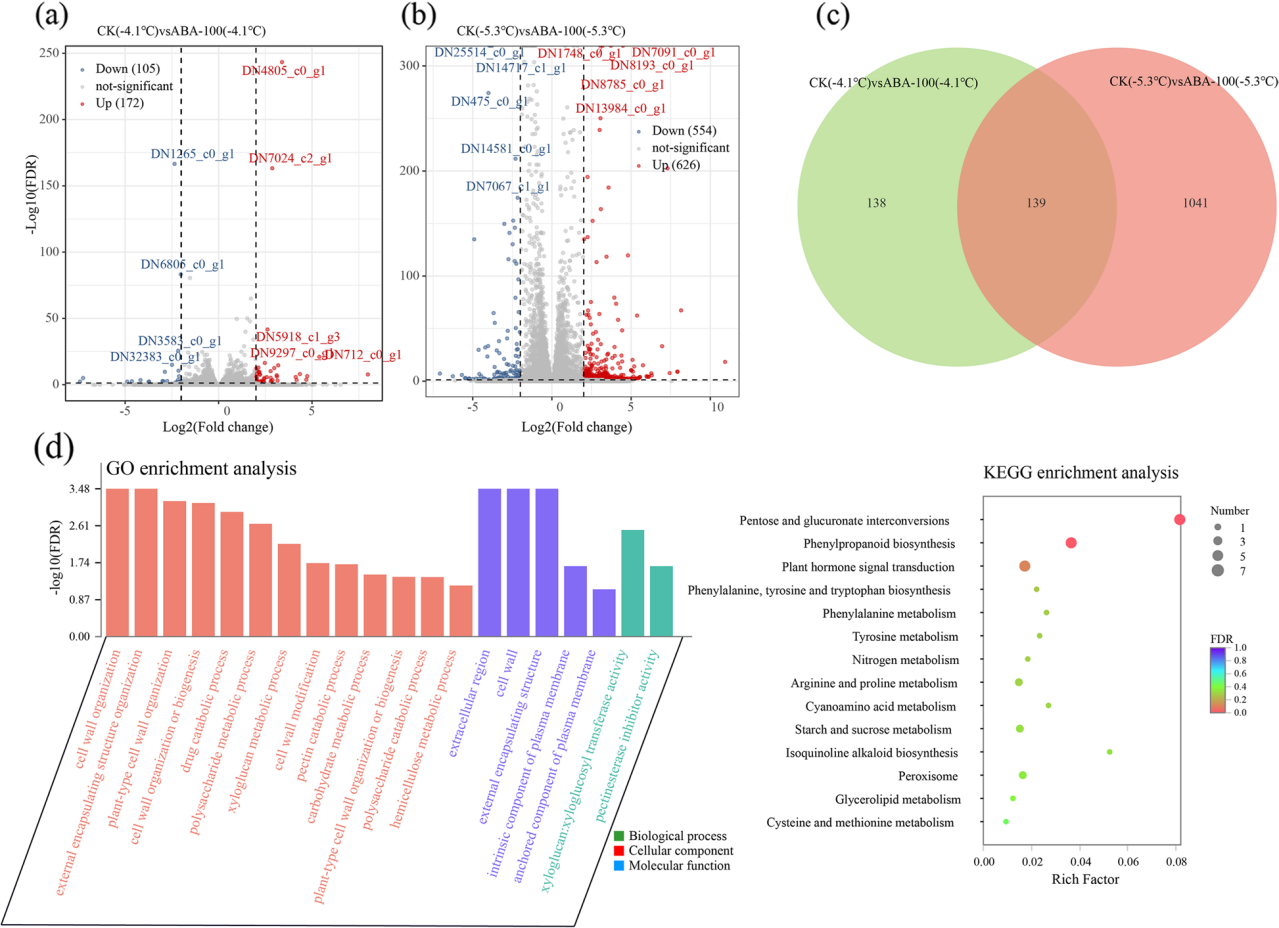
Differentially expressed genes (DEGs) of *K. obovata* between control and ABA group with 100 mg L^−1^ under freezing stress (-4.1 ℃ and -5.3 ℃). **a** and **b** Volcano plot, **c** Venn diagram, **d** GO enrichment analysis, **e** KEGG enrichment analysis

To clarify the functions of DEGs responding to freezing stress, GO annotations and KEGG enrichment analysis of 1,874 DEGs were conducted (Fig. 2). 

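The DEGs of the libraries labelled CK (-4.1 ℃) or CK (-5.3 ℃) against CK (10.2 ℃) came to 381 unigenes. Of these, 23 were shared by both freezing stages, where chance gives 1.19, and all 23 had the same direction. With 9.7 ℃ included, 13 unigenes were DEGs at all 3 stages, 43 at -4.1 ℃ alone, 228 at -5.3 ℃ alone and 114 at 9.7 ℃ alone. The stages labelled -5.3 ℃ and 9.7 ℃ shared 87 DEGs against 3.23 by chance, 85 of them in the same direction. All 3 contrasts share the 10.2 ℃ libraries, which made fold changes correlate even between simulated unchanged groups (mean r 0.501 over 20 rounds), so the shared DEGs are not independent. These simulated groups gave at most 1 DEG in a contrast and shared 0, too few to show how many DEGs the shared libraries add. In a fit of the libraries of each contrast alone the DEGs of the freezing stages numbered 195. The GO and KEGG terms of the unigenes were not used here, so no pathway was tested.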

In biological processes, most DEGs were classified in cellular process and metabolic process, some of which may be associated with responses to stimuli. DEGs in the cellular component and molecular function categories were mainly distributed in cell part, membrane part, organelle, binding, and catalytic activity, respectively (Fig. 2c). A total of 132 KEGG pathways against the cold stress followed in the order: phenylpropanoid biosynthesis, flavonoid biosynthesis, plant hormone signal transduction, MAPK signaling pathway, starch and sucrose metabolism, amino sugar and nucleotide sugar metabolism, phenylalanine metabolism, etc. (Fig. 2d).

To further explore the mechanism of gene response to exogenous ABA, GO enrichment analysis (Fig. 3d) and directed acyclic graph (DAG) (Supplementary Fig. S4) were conducted. In biological processes and cellular component, DEGs were mainly distributed in the cell wall organization (GO:0,009,664) and polysaccharide metabolic process (GO:0,005,976). With respect to molecular function, most of the DEGs were classified in xyloglucan: xyloglucosyl transferase activity (GO:0,016,762). The KEGG result showed these DEGs enriching to pentose and glucoronate interconversions, plant hormone signal transduction, nitrogen metabolism, arginine and proline metabolism, starch and sucrose metabolism, and peroxisome, etc. (Fig. 3e). Additionally, the weighted gene co-expression network analysis (WGCNA) was used to construct a co-expressed gene network module, and a total of 5 modules based on 1,318 unigenes were obtained (Figs. 3c and 4). 

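As the libraries are labelled, 1615 unigenes were DEGs of ABA-100 against CK at -4.1 ℃ or -5.3 ℃. Of these, 571 had a mean of at least 10 TPM over the 24 libraries and 949 reached 10 TPM in at least 1 library. Of the 12 hub unigenes of Table S1, 11 were among the 1615 DEGs. Table S1 was drawn from these libraries, so its unigenes are not independent evidence of a change. The modules of the other unigenes are not listed in the deposited table, so the network was not built again.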

In the MEbrown module, 89 unigenes had significant positive correlations with SP and Pro (*P* < 0.05), and might play an important role in synthesizing these two osmolytes. 

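The 4 hub unigenes of MEbrown in Table S1 were lower in the libraries labelled ABA-100 (-5.3 ℃) than in those labelled CK (-5.3 ℃), and none passed the test at -4.1 ℃. DN7698_c0_g1, annotated to the plasma membrane, fell from 108 ± 6.75 to 44.6 ± 1.99 TPM (SD, n = 3 each), a log2 fold change of -1.25 (standard error 0.20, adjusted p = 0.000137 from limma). Before the spray, at 10.2 ℃, it was already lower in the libraries labelled ABA-100, with 24.4 ± 1.32 TPM against 77.7 ± 21.2 TPM (SD, n = 3 each), a log2 fold change of -1.60 (adjusted p = 4.52e-06 from limma). DN5170_c1_g1, a DNA-binding regulator of transcription, fell from 26.7 ± 4.51 to 12.4 ± 0.09 TPM, and DN8109_c0_g1, a membrane component, fell from 6.19 ± 1.10 to 2.16 ± 0.149 TPM (SD, n = 3 each). DN7864_c0_g1, an NAD(P)H oxidoreductase of the MAPK signaling pathway, fell from 9.55 ± 1.95 to 4.09 ± 0.30 TPM (SD, n = 3 each). In the libraries labelled CK, DN7864_c0_g1 rose from 4.47 ± 2.61 TPM at 10.2 ℃ (SD, n = 3) to its level at -5.3 ℃, a log2 fold change of 1.03 (adjusted p = 0.0197 from limma). The fold change was the same in a fit of those libraries alone (adjusted p = 0.199 from limma), 0.992 with median-of-ratios scaling, 0.958 with quantile normalization, and 0.845 without replicate 1 of the libraries labelled CK (10.2 ℃), and none of these fits passed. Adjusted over the list alone, the same 4 unigenes passed at -5.3 ℃. With median-of-ratios scaling DN7698_c0_g1 alone passed, and the log2 fold change was -0.85 for DN5170_c1_g1, -0.88 for DN7864_c0_g1 and -1.03 for DN8109_c0_g1 (adjusted p = 0.0611 from limma). Without replicate 1 of the libraries labelled CK (-5.3 ℃), the log2 fold changes of DN5170_c1_g1 and DN7864_c0_g1 were -0.95 and -0.97, and that of DN8109_c0_g1 was -1.122 (adjusted p = 0.0758 from limma). Without replicate 2 they were -0.971, -0.941 and -1.096 (adjusted p = 0.0803 from limma for DN8109_c0_g1). DN8109_c0_g1 also did not pass without any 1 replicate of the libraries labelled ABA-100 (-5.3 ℃) (adjusted p of 0.0516 to 0.0728 from limma).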

The 335 unigenes in the MEturquoise module were significantly related to the SOD, POD, CAT, and MDA (*P* < 0.05), and may be involved in the activities of the enzymatic antioxidants. 

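All 5 hub unigenes of MEturquoise in Table S1 rose in the libraries labelled ABA-100 (-4.1 ℃) against those labelled CK (-4.1 ℃), and none passed the test at -5.3 ℃. The gene of ferrochelatase (DN3958_c0_g1), the enzyme that inserts iron into protoporphyrin to make heme, the cofactor of POD and CAT, rose from 12.0 ± 1.08 to 73.9 ± 2.74 TPM (SD, n = 3 each), a log2 fold change of 2.53 (standard error 0.09, adjusted p = 5.17e-14 from limma). DN8005_c0_g2, of sphingolipid metabolism, rose from 3.96 ± 1.12 to 39.0 ± 2.81 TPM, and DN2948_c0_g1, annotated to the nucleus, from 7.86 ± 0.89 to 56.0 ± 0.0666 TPM (SD, n = 3 each). DN3221_c0_g1, a protein serine/threonine kinase, rose from 33.1 ± 3.89 to 120 ± 4.17 TPM, and DN477_c0_g1, a protein serine/threonine phosphatase, from 7.92 ± 0.245 to 43.7 ± 1.28 TPM (SD, n = 3 each). At -5.3 ℃ ferrochelatase had 16.0 ± 2.66 TPM in the libraries labelled CK and 13.6 ± 0.41 TPM in those labelled ABA-100 (SD, n = 3 each), a log2 fold change of -0.20. Every library labelled ABA-100 (-4.1 ℃) was above every library labelled CK (-4.1 ℃) for all 5 unigenes (exact permutation test, p = 0.1, the smallest p this design allows). Before the spray, at 10.2 ℃, 4 of the 5 unigenes already passed in the same direction between the labelled treatments, with 10.1 ± 0.59 and 25.7 ± 0.804 TPM for ferrochelatase (SD, n = 3 each, log2 fold change 1.27, adjusted p = 1.45e-09 from limma). Adjusted over the list alone, the same 5 unigenes passed at -4.1 ℃.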

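Of the 3 hub unigenes of MEgrey in Table S1, DN1524_c0_g1 and DN13229_c0_g1 fell in the libraries labelled ABA-100 (-4.1 ℃) against those labelled CK (-4.1 ℃). DN1524_c0_g1, a zinc ion binding regulator of transcription, fell from 20.8 ± 2.12 to 6.25 ± 0.677 TPM (SD, n = 3 each), a log2 fold change of -1.59 (standard error 0.08, adjusted p = 6.4e-12 from limma). Phenylalanine ammonia-lyase (DN13229_c0_g1) fell from 22.5 ± 21.6 to 1.02 ± 0.157 TPM (SD, n = 3 each). Its mean in the libraries labelled CK (-4.1 ℃) rests on 1 library, with 9.65, 10.43 and 47.48 TPM in the replicates. DN3196_c0_g1, of MAP kinase kinase kinase activity, had 9.37 ± 3.28 and 16.3 ± 1.29 TPM (SD, n = 3 each), a log2 fold change of 0.78 below the threshold. At -5.3 ℃ phenylalanine ammonia-lyase fell from 4.01 ± 0.465 to 1.36 ± 0.168 TPM (SD, n = 3 each, adjusted p = 0.0467 from limma). Between the libraries labelled CK (10.2 ℃) and CK (9.7 ℃) it fell from 6.32 ± 3.87 to 1.80 ± 0.339 TPM (SD, n = 3 each, adjusted p = 0.049 from limma). With median-of-ratios scaling the log2 fold changes went from -1.08 to -0.954 and from -1.27 to -1.234, with adjusted p of 0.0949 and 0.0504 from limma. Leaving out 1 library in turn gave log2 fold changes of -1.021 to -1.161 with adjusted p of 0.0686 to 0.112 from limma at -5.3 ℃, where no fit passed, and at 9.7 ℃, where 1 fit of 6 passed, the others gave -0.868 to -1.465 with adjusted p of 0.056 to 0.237 from limma.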

The 89 unigenes in MEgrey were significantly related to osmolytes and enzymatic antioxidants (*P* < 0.05). Additionally, KEGG pathway enrichments those of 5 hub genes in those three modules were found to be enriched in MAPK signaling pathway-plant, porphyrin and chlorophyll metabolism, sphingolipid metabolism, and phenylpropanoid biosynthesis (Fig. 4 and Supplementary Table S1).

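Over the 5 contrasts of Fig. 2 and Fig. 3, the 12 hub unigenes gave 14 calls as the libraries are labelled, with 6 up-regulated and 8 down-regulated. The calls of MAPK signaling, porphyrin metabolism, sphingolipid metabolism and phenylpropanoid biosynthesis rest on 1 hub unigene each. Adjusted over the list alone, 7 of the 12 passed in ABA-100 against CK at -4.1 ℃ and 5 at -5.3 ℃. With median-of-ratios scaling 8 calls were left, 5 of them up-regulated. Without replicate 1 or replicate 2 of the libraries labelled CK (-5.3 ℃) 8 calls were left as well. The paper grouped the DEGs of both ABA contrasts into co-expression modules and correlated each module with the assays. From these correlations it proposes that unigenes of MEbrown take part in making soluble protein and proline and those of MEturquoise in the activity of antioxidant enzymes.

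**Figure D3:**
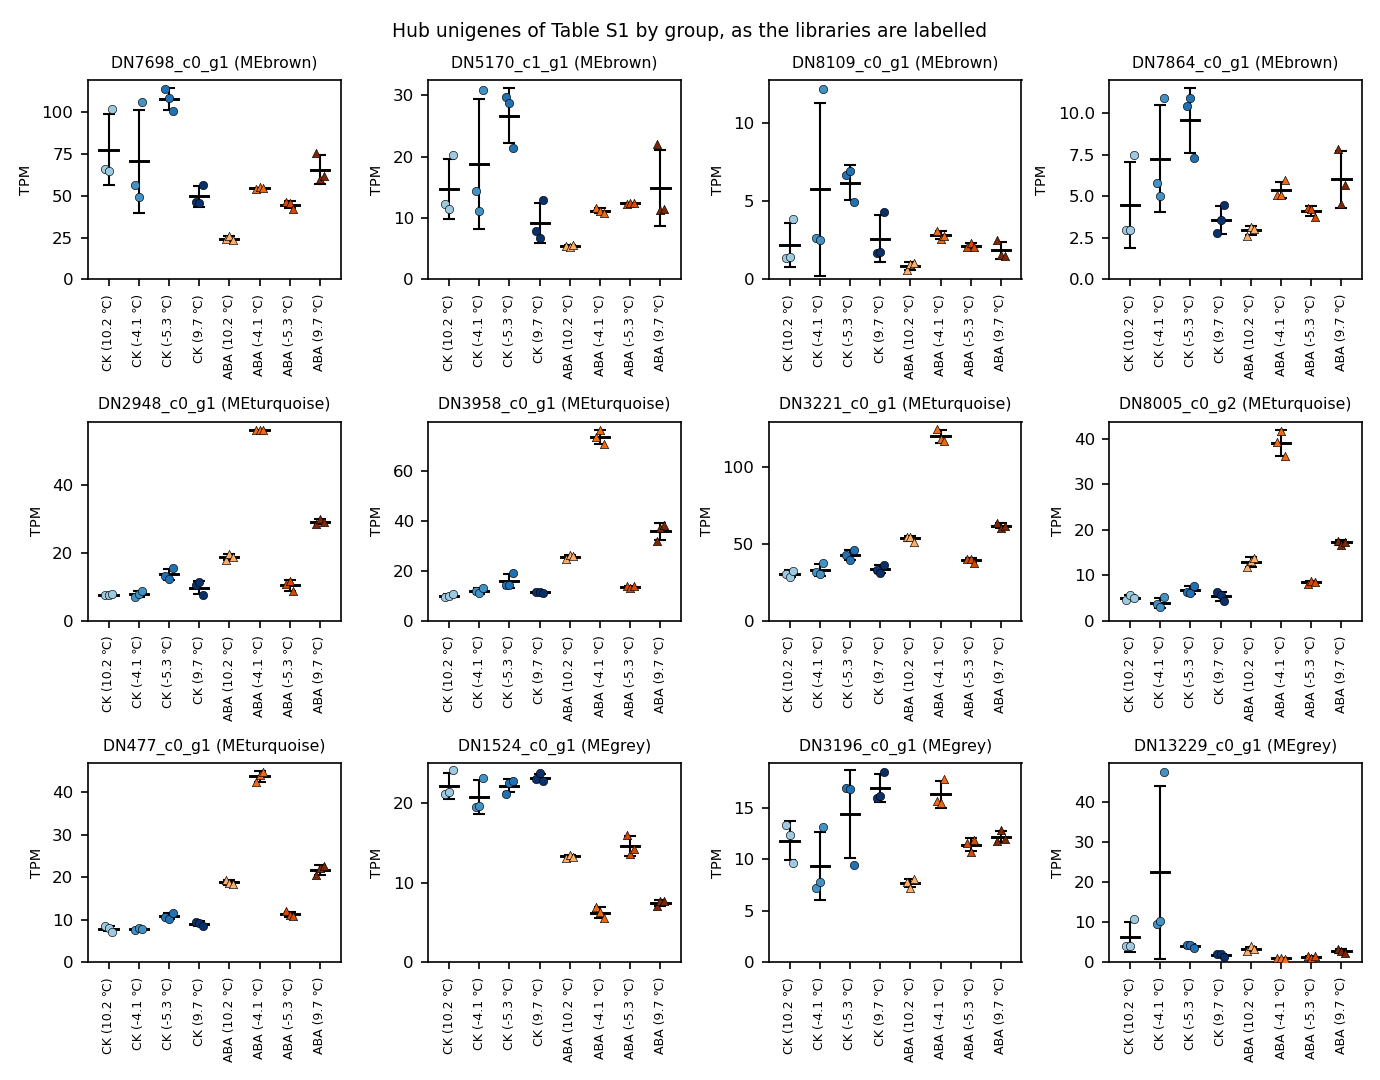
TPM (y axes, from 0) of the 12 hub unigenes of Table S1 in the 8 groups as the libraries are labelled (x axes, ABA for ABA-100). Points are libraries, horizontal bars means and error bars SD (n = 3), and in all 5 panels of MEturquoise the libraries labelled ABA-100 (-4.1 ℃) are the highest.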

**Fig. 4:**
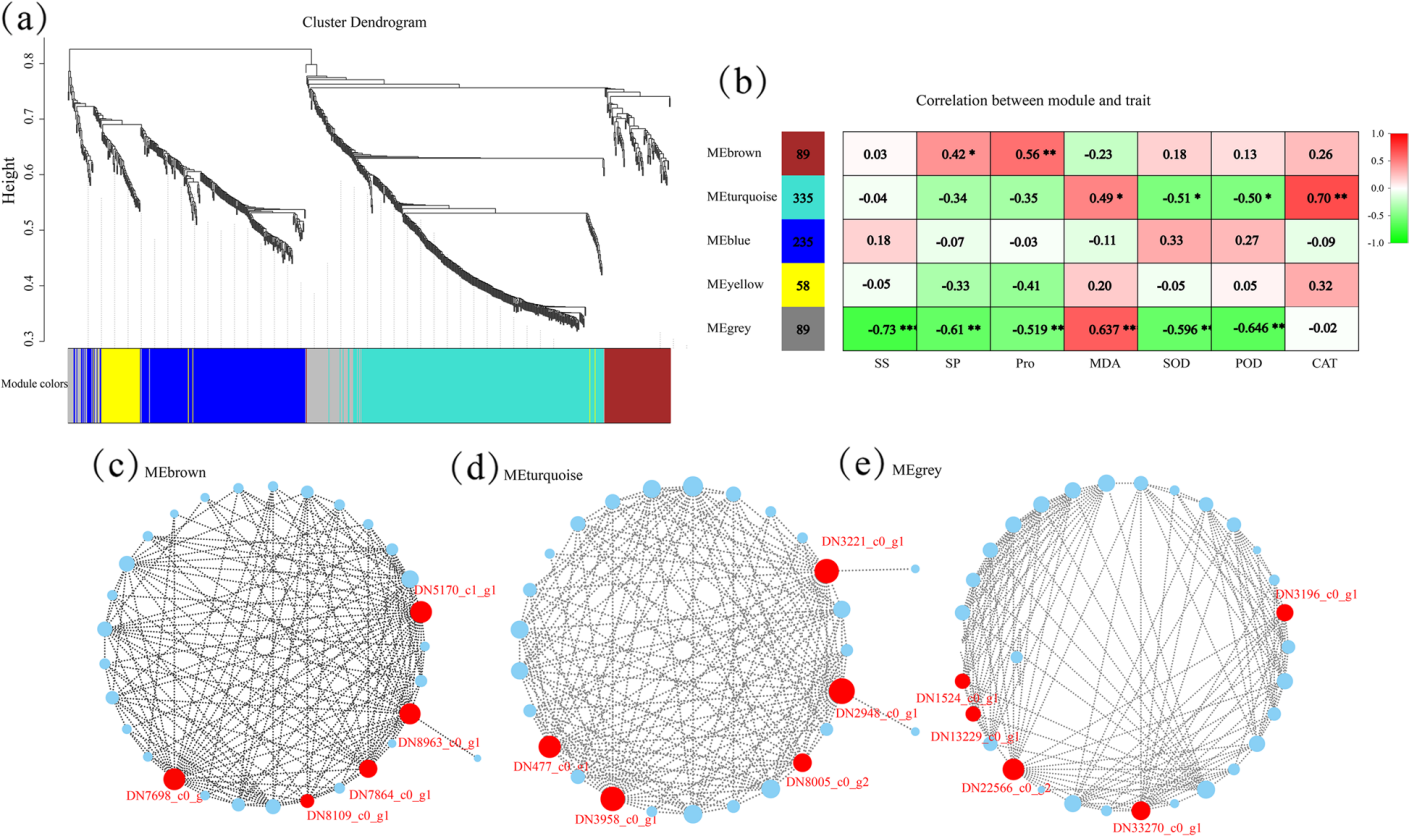
Weighted correlation network analysis (WGCNA) of the candidate genes related to the cold tolerance of *K. obovata*. **A** co-expression modules, **b** heat diagram of correlations between modules and physiological indexes, **c** sub-network of structural genes related to osmotic adjustment substances from brown module, **d** sub-network of structural genes related to antioxidant system from turquoise module, and **e** sub-network of structural genes related to osmolytes and antioxidant system from grey module

## Discussion

*K. obovata* is an excellent coastal wetland landscape tree in tropical and subtropical shores due to its specific viviparous phenomena, beautiful shape, and unique floral pattern [1]. Although *K. obovata* is the most cold-tolerant mangrove species [9], its northern boundary of artificial cultivation has not yet broken through Yueqing Bay (28°20′ N), Wenzhou [4]. To the best of our knowledge, this is by far the northernmost and lowest temperature field study on mangrove cold resistance. This study provides a foundation for a better understanding of the response in the osmolytes, enzymatic antioxidants, and transcriptome profiling of *K. obovata* under natural frost conditions at ~ 32^o^ N, as well as the acquisition of cold-resistance capability responding to exogenous ABA.

### Temporal variations in physiological status and transcriptome profiling of *K. obovata* under natural frost conditions

Botanical species have evolved several physiological and molecular adaptations, such as osmolytes accumulation, to cope with cold stress [25]. The SS, SP, and Pro are the main compatible solutes, and have an excellent correlation with the cold resistance of *K. obovata* [6, 11–13]. In general, it is known that osmolytes accumulate under cold stress conditions in plants. However, in our study, all the permeable substances, including SS, SP, and Pro, exhibited a remarkably decreased tendency when initially responding to low temperature of -4.1 °C (Fig. 1). Like other subtropical and tropical plants, *K. obovata* is sensitive to low temperature. And previous studies focus mainly on cold stress of *K. obovata* with a temperature ranging from -2 °C to 5 °C [11, 12, 24]. Thus, we speculated that the natural extremely cold event might have serious effects for *K. obovata* and severely lead to short-time metabolism disorder. Fei et al. [12] also observed that the SS of *K. obovata* gradually decreased under chilling stress (5 °C) for 0 h, 1 h, 3 h, and 6 h. Additionally, circadian regulation might be a critically important but neglected factor, and some studies also showed that circadian rhythm is essential for the ability of plants to respond and to acclimate to cold stress, by driving the expression for the (C-repeat-binding factor) *CBF* gene family [28]. Therefore, the SS and Pro gradually increased with progress in persistence of low temperature might be under circadian regulation. Notably, circadian regulation of cold stress is not fully understood, and the role of the circadian rhythm for *K. obovata* at low temperatures requires further investigation. Consistently, transcriptome analysis showed also that the up-regulated DEGs responding to freezing stress were significantly annotated to fructose and mannose metabolism and amino sugar and nucleotide sugar metabolism (Fig. 2d). The SS not only acted as an important osmo-protectant against injuries to the membrane, but also played a cryoprotective role via stabilizing proteins and retaining enzyme activities [29]. Duan et al. [30] reported that accumulation of SS was an important biochemical mechanism to improve freezing tolerance of *Magnolia wufengensis*. Gusta et al. [27] also found sugar had a much greater effect on the freezing process than protein in canola. Therefore, we speculated that both SS and Pro functioned under natural frost conditions, of which SS was more important for *K. obovata*.

Membranes are a primary site of cold-induced injury, whose stability is considered to be a reliable indicator of cellular damage. Low temperature can cause plants to produce a large number of ROS, leading to lipid peroxidation, protein degradation, and enzyme inactivation [25]. The MDA is the final product of membrane peroxidation and reflects the extent of oxidation injure. In the initially stage of cold event, the MDA content of *K. obovata* sharply increased from 23.0 nmol g^−1^ to 34.8 nmol g^−1^ (Fig. 1g). As the first line of the plant's enzymatic defense system, SOD acts as a primary defense against ROS by converting superoxide anion radicals (O_2_-) into molecular oxygen (O_2_) and hydrogen peroxide (H_2_O_2_). Then the POD and CAT mainly play the role of enzymatic degradation of H_2_O_2_ to avoid peroxidation of the cell membrane. Interestingly, the SOD, POD, and CAT activity of *K. obovata* sharply dropped when initially subjected to the freezing tress, which partly attributed to the extreme low temperature (-4.1 °C) causing serious metabolic disorders. Moreover, Jiménez et al. [31] found that most genes involved in ROS scavenging systems are lower expressed during the night. Espinoza et al. [26] observed differences in the cold tolerance of Arabidopsis at the different times (LT50: -8.29 °C in the morning; -7.82 °C in the evening). Thus, the role of the circadian rhythm for *K. obovata* at low temperature, especially the circadian regulation of cold stress and ROS regulation, requires further investigation. As low temperature continued, POD and CAT activity gradually increased, while MDA content kept constant, suggesting POD and CAT work together to remove hydrogen peroxide (Fig. 1e-g). When the cold event passed and temperature rose, only CAT activity was 49% higher than the initial value, suggesting CAT was more important for *K. obovata* to withstand freezing stress under natural frost.

Flavonoid metabolism is an important branch of phenylpropanoid metabolism and gives rise to the largest class of polyphenolic metabolites, approximated to encompass over 8,000 compounds [32]. Flavonoids could also function as antioxidants to inhibit the generation of ROS and reduce ROS levels once formed [33]. Recent studies revealed that cold stress induced the expression of flavonoid structural genes such as *CHS*, *CHI*, *FLS*, and *DFR*, and consequently flavonoids accumulated to facilitate the adaptation to low temperature in *A. thaliana* [34] and *Mikania micrantha* [35]. As shown in Fig. 2d, the top 2 pathways of KEGG enrichment in *K. obovata* were phenylpropanoid biosynthesis and flavonoid biosynthesis, respectively, suggesting that phenylpropanoids, especially the flavonoid, might play vital roles in *K. obovata* coping with natural frost conditions. Thus, further research is needed to investigate the contribution of phenylpropanoid metabolism to cold resistance of *K. obovata*.

### Effect of exogenous ABA on freezing tolerance of *K. obovata* under natural frost condition

Exogenous ABA is being investigated as a novel strategy to improve plants defense against cold stress. Huang et al. [19] found that foliar application of ABA could reduce membrane lipid peroxidation and alleviate cell membrane injury through promoting Pro synthesis in sugarcane seedlings. In anthers, Sharma and Nayyar [15] found that sucrose degradation and transport is regulated by ABA and accumulates in higher amounts under cold stress. Our study showed that exogenous ABA has a promotive effect on the osmolytes, especially for SP and Pro (Fig. 1). Approximately 8,000 chilling-induced genes were observed in *Arabidopsis*, particularly those involved in protein biosynthesis [36]. Gilmour et al. [37] reported that over-expression of *CBF*3 in *Arabidopsis* results in multiple biochemical changes that ultimately increase the concentration of Pro and SS. In the present study, up-regulated DEGs responding to ABA treatment under freezing stress were found to be enriched in nitrogen metabolism, arginine and Pro metabolism, and peroxisome (Fig. 3e). Moreover, we also observed that ABA triggered the expression of *P5CS* and *P5CR*, but inhibited the expression of *ProDH* (Supplementary Fig. S5), which might account for the increase in the Pro content [38]. Pro has also been proposed to function as a molecular chaperone preventing protein aggregation, stabilizing *M4* lactate dehydrogenase [39], protecting nitratereductase [40], and stabilizing ribonucleases and proteases [41] in response to environmental stress. Additionally, Pro accumulation can provide a way to buffer cytosolic pH, balance cell redox status as a ROS scavenger, and store carbon and nitrogen [38]. In chickpea, Kaur et al. [42] reported that the chilling stress injury measured as oxidative stress, electrolyte leakage, loss of chlorophyll and decrease in leaf water content was mitigated significantly after foliar application of Pro. Kumar and Yadav [43] confirmed the protective effects of exogenous Pro to cold stress in *Camellia sinensis* through inhibiting lipid peroxidation as well as by activating or protecting some antioxidants and glyoxalase pathway enzymes. In the bamboo, Liu et al. [44] reported that the alleviation in chilling injury might be caused by enhanced enzyme activities related to Pro metabolism. Therefore, we speculated that Pro accumulation played adaptive roles in *K. obovata* cold hardiness. Improvement of freezing tolerance of *K. obovata* via engineering Pro metabolism is an existing possibility and should be explored more extensively [25]. Notably, the SP and Pro sharply decreased with the duration of low temperature, whereas SS continuously increased, and ultimately the contents of all osmolytes returned to the original values as temperature recovered (*P* > 0.05), implying *K. obovata* did not suffer obvious frost damage after exogenous ABA usage. These results also indicated there might be a sequentially synergistic effect of osmolytes, of which SP and Pro worked immediately facing the freezing stress, and SS acted during the whole cold event.

Exogenous application of ABA could enhance the antioxidant capacity, whose effect might vary positively depending upon the ABA concentration (Fig. 1). Specifically, there were no remarkable changes for SOD and CAT during the cold event under ABA 100 mg L^−1^ (*P* > 0.05), significantly higher than those without ABA spraying initially facing the freezing stress. For POD, the decreasing amplitude was mitigated and the effect was proportional to the ABA concentration. Finally, the POD content was 1.87 times that of CK. These results suggested that exogenous ABA played an active role of radical scavenging performance in *K. obovata* response to cold stress, and more prominently in POD compared with SOD and CAT. Consistently, Rubio et al. [45] also found the combined effect of ABA and low-temperature treatments on the expression of CBF/DREB1 transcription factors VvCBF2, VvCBF3, VvCBF4 and VvCBF6, antioxidant and dehydrin genes, and the acquisition of freezing tolerance. As shown in Fig. 3e, DEGs enriching in peroxisome responding to cold stress after foliar application of ABA, and consequently, there were no significant varieties in MDA contents during the cold event. Those observations resonated with the results of Sandhu et al. [46], and Huang et al. [20], who reported that exogenous ABA triggered the antioxidant defense, and ultimately maintained cell membrane stability and normal function under cold stress.

## Conclusions

To the best of our knowledge, this is by far the northernmost and lowest temperature field study on mangrove cold resistance. This study provides a foundation for a better understanding of the response in the osmolytes, enzymatic antioxidants, and transcriptome profiling of *K. obovata* under natural frost conditions at ~ 32^o^ N, as well as the acquisition of cold-resistance capability responding to exogenous ABA. Specifically, SS played a more important role than Pro in enhancing tolerance to freezing stress. For enzymatic antioxidants, POD and CAT work collaboratively to remove hydrogen peroxide, of which CAT was more important. Transcriptome analysis further indicated that phenylpropanoid metabolism, especially the flavonoid biosynthesis, played a vital role in the cold resistance of *K. obovata*. Exogenous ABA application effectively alleviated the adverse effects of freezing stress on *K. obovata* by increasing the contents of osmotic adjustment substances and enhancing the activities of antioxidant enzyme, especially the Pro and POD. In addition, our findings also offered a sound theoretical foundation for expanding mangroves plantations in higher latitudes, as well as the development coastal landscape.

## Materials and methods

### Plant materials and processing

In 2014, we set up seedling garden of *K. obovata* of the Shupaisha wetland, which located in Wenzhou City, Zhejiang Province, China (27°56′ N, 120°51′ E). In early April 2019, ~ 120 three-year-old *K. obovata* seedlings of the similar size were chosen introduced to Qidong (31°59′ N, 121°46′ E), Jiangsu province, and ~ 93% seedlings survived over the summer (Fig. 5). The voucher specimen was deposited in the Zhejiang Institute of Subtropical Crops, Zhejiang Academy of Agricultural Sciences, China. The field planting area was demarcated in fifteen subplots, of which each subplot had 6 seedlings with spacing 0.5 m × 0.5 m.

**Fig. 5:**
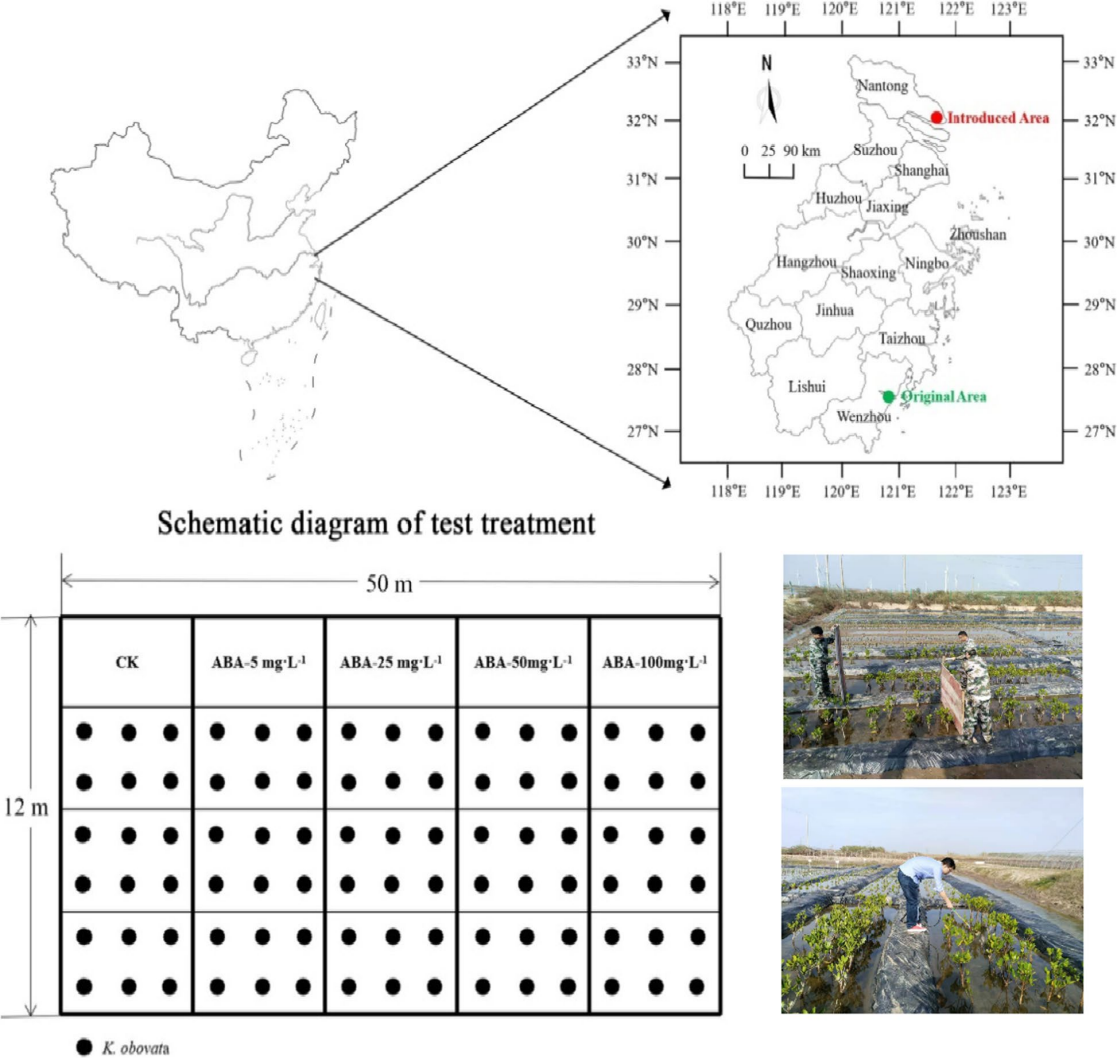
Location of the original area (27^o^56′ N, Shupaisha Island, Wenzhou, Zhejiang Province) and introduced area (31^o^59′ N, Haifu Town, Qidong, Jiangsu Province) of *K. obovata* on the coast of south-eastern China and layout of the experimental treatment

Cavanaugh et al. [47] identified a temperature-related ecological threshold of -4 °C for mangroves. On December 1–3, 2019, the first frost event (minimum -5.5 °C) occurred at Qidong and gave us a chance to investigate the effects and responses of *K. obovata* when exposed to the natural extremely cold event. At 12:00 a.m. December 1st (10.2 °C), leaves were sampled from each treatment with three subplots for a total of 9 replicate seedlings as CK. ABA (Macklin, China) was dissolved in 98% ethanol (0.1%, v/v) and “Tween-80” was used as the developing agent (0.1%, v/v). In our preliminary experiment, the treatment of ABA 30 mg L^−1^ remarkably improved the cold resistance of *K. obovata*, whose overwintering retention rate increased from 22.6% to 55.0% from 2018 to 2019. Therefore, five different concentrations of ABA (0, 5, 25, 50, and 100 mg L^−1^) were set to treat *K. obovata*. Then at 2:00 p.m. December 1st (11.5 °C) the ABA solution was sprayed with a hand-held sprayer until run off. Finally, leaves were sampled from the same seedling at different stages of the cold event, including 6:00 a.m. on December 2nd (-4.1 °C), 12:00 p.m. on December 2nd (-5.3 °C), 12:00 a.m. on December 3rd (9.7 °C). Then they were immediately washed with distilled water, frozen in liquid nitrogen, and kept at -80℃ until required. Fortunately, there was no obvious morphological damage during this cold event and all seedlings survived in the following spring as it was a warm winter. Consistently, our previous experiment also showed that slight morphological freezing damage occurred in potted eight-month-old seedlings after 12 h subjected to -5.5 °C in the manual climatic box (Fig. S1).

### Physiological and biochemical analyses

The soluble sugar (SS), soluble protein (SP), proline (Pro), superoxide dismutase (SOD), peroxidase (POD), catalase (CAT), and malondialdehyde (MDA) were measured to reveal the varieties of physiological and biochemical status. About 0.1 g of leaf samples were heated in boiling water for 30 min, then centrifuged at 5,000 rpm, and measured SS concentration of the supernatant using the anthrone colorimetric method. For the Pro detection, approximately 0.1 g of leaf samples were homogenized in 3% aqueous sulphosalicylic acid, heated at 100 ℃ for 30 min and filtered. Then the filtrate was mixed with acid-ninhydrin and glacial aceticacid (1:1:1, v/v/v) in a water bath at 100 ℃ for 1 h. Finally, the reaction mixture was extracted with toluene and the absorbance was determined at 520 nm. For the SP, SOD, POD, and CAT detection, approximately 0.1 g of leaf samples was taken into a mortar, and 1 mL ice-cold sodiumphosphate buffer solution (50 mmol L^−1^, pH 7.0) mixed with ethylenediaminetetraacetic acid (1.0 mmol L^−1^) and 2% polyvinylpyrrolidone was added in an ice bath. Then the homogenate was centrifuged at 5,000 rpm, 4℃ for 10 min, and the supernatant was collected. The SP content was measured with the coomassie brilliant blue staining method described by Bradford [48]. The SOD activity was measured following the photoreduction of nitroblue tetrazolium assay [49], while CAT and POD activity were determined according to Wang et al. [6]. For the MDA detection, ~ 0.5 g of leaf samples were placed in 5 mL 10% trichloroacetic acid and centrifuged at 5,000 rpm. Then the supernatant was mixed with 2 mL of 0.67% thiobarbituric acid, heated at 100 ℃ for 30 min, centrifuged at 5,000 rpm, and finally the absorbances at 450, 532, and 600 nm were recorded, respectively. The MDA content was calculated based on the following formula: C (µmol L^−1^) = 6.452 × (A_532_ − A_600_) − 0.559 × A_450_. Each experiment contained three biological and technical replicates.

### RNA extraction, library preparation, and sequencing

A total of 24 independent RNA-Seq libraries from the *K. obovata* leaves of eight groups, with three biological replicates for each group, were constructed and sequenced: CK (10.2 ℃), CK (-4.1 ℃), CK (-5.3 ℃), CK (9.7 ℃), ABA-100 (10.2 ℃), ABA-100 (-4.1 ℃), ABA-100 (-5.3 ℃), and ABA-100 (9.7 ℃). RNA extraction method was provided in the Supplementary data. In addition, reverse transcription, library construction, and sequencing were performed at Shanghai Majorbio Bio-pharm Biotechnology Co., Ltd. (Shanghai, China) and specific operation procedures were provided in the Supplementary data.

### De novo assembly and annotation

The raw paired-end reads were trimmed and quality controlled by SeqPrep (https://github.com/jstjohn/SeqPrep) and Sickle (https://github.com/najoshi/sickle) with default parameters. Then clean data from *K. obovata* samples was used to do De novo assembly with Trinity (http://trinityrnaseq.sourceforge.net/) [23]. All the assembled transcripts were searched against the (National Center for Biotechnology Information) NCBI protein non-redundant (NR), Clusters of Orthologous Genes (COG), and Kyoto Encyclopedia of Genes and Genomes (KEGG) databases using BLASTX to identify the proteins that had the highest sequence similarity with the given transcripts to retrieve their function annotations and a typical cut-off E-values less than 1.0 × 10^–5^ was set. Blast2GO software (http://www.blast2go.com/b2ghome) [50] was used to get gene ontology (GO) annotations for describing biological process, cellular component, and molecular function. Metabolic pathway analysis was performed using the KEGG (http://www.genome.jp/kegg/) [51].

### Differential expression analysis and functional enrichment

The expression level of each transcript was calculated according to the transcripts permillion reads (TPM) method to identify differential expression genes (DEGs). RSEM (http://deweylab.biostat.wisc.edu/rsem/) was used to quantify gene abundance [52]. Essentially, differential expression analysis was performed using the DESeq2 with FDR (*P*-value after adjusting for false discovery rate) ≤ 0.05 and |log2 fold change|> 1 considered to be significant [53]. The Venn diagram was constructed to explore DEGs related to cold tolerance using software available online (http://bioinformatics.psb.ugent.be/webtools/Venn/). The functional-enrichment analysis was performed to identify which DEGs was significantly enriched in GO terms and metabolic pathways at Bonferroni-corrected *P* ≤ 0.05 compared with the whole-transcriptome background. Moreover, GO functional enrichment and KEGG pathway analyses were also carried out by Goatools (https://github.com/tanghaibao/Goatools) and KOBAS (http://kobas.cbi.pku.edu.cn/home.do) [54].

### Statistical analysis

Data are expressed as average ± standard errors of three biological replicates. The statistical analysis was performed by one-way analysis of variance (ANOVA), and Duncan’s multiple range test was employed to separate means at a significant level of *P* < 0.05 were considered significant, using SPSS software version 17.0. The principal component analysis (PCA) was conducted to examine the grouping of samples, outliers, and to visualize the relative distribution of the control and treated samples based on all unigenes identified using Metabo Analyst (https://www.metaboanalyst.ca). After discarding undetectable or relative low expression genes (TPM < 10), weighted gene co-expression network analysis (WGCNA) package in R was used to generate co-expression network modules. The topological overlap-based dissimilarity measure was used to hierarchically cluster all the coding sequences [55]. To make the network show an approximate scale-free topology, using an unsigned type of topological overlap matrix (TOM), the soft threshold power β of six was chosen (model fitting index *R*^2^ > 0.8), a minimal module size of 30, and a branch merge cut height of 0.25. The module eigengene (the first principal component of a given module) value was calculated and used to evaluate the association of modules with SS, SP, Pro, SOD, CAT, POD, and MDA. Moreover, network visualization analysis for modules based on WGCNA was conducted to find the top 5 hub genes.

## Supplementary Information

**Additional file 1: Fig. S1.** Morphologic changes of eight-month-old K. obovata seedlings exposed to freezing stress (-5.5 ℃) in the manual climatic box. **Fig. S2.** Sequences statistics of functional annotation of RNA-Seq data for each database. a venn diagram, b size of each list, c number of tran­scripts or unigenes annotated in databases. **Fig. S3.** Score plots of principal component analysis (PCA) based on all unigenes across control and 100 mg L-1 ABA treated for K. obovata under natural frost conditions. **Fig. S4.** Relationships between GO terms in a directed acyclic graph (DAG). The red to white color represents decreasing significance levels (red is most and white is the least significant). **Fig. S5.** The proline metabolic pathway. Each gene with colored red for up-regulation or blue for down-regulation responding to ABA application under freezing stress (-4.1 ℃ and -5.2 ℃). **Table S1.** GO and KEGG annotations of the top 5 hub gene based on weighted correlation network analysis (WGCNA).

## Data Availability

The RNA-seq raw data in this paper were deposited into the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus database under accession number GEO: GSE219193.

# Supplementary material for: Role of exogenous abscisic acid in freezing tolerance of mangrove Kandelia obovata under natural frost condition at near 32°N
**Source:** BMC Plant Biol. 2022 Dec 19;22:593. doi: 10.1186/s12870-022-03990-2
**Supplement:** Supplementary file 1 — Additional file 1: Fig. S1. Morphologic changes of eight-month-old K. obovata seedlings exposed to freezing stress (-5.5 ℃) in the manual climatic box. Fig. S2. Sequences statistics of functional annotation of RNA-Seq data for each database. a venn diagram, b size of each list, c number of tran­scripts or unigenes annotated in databases. Fig. S3. Score plots of principal component analysis (PCA) based on all unigenes across control and 100 mg L-1 ABA treated for K. obovata under natural frost conditions. Fig. S4. Relationships between GO terms in a directed acyclic graph (DAG). The red to white color represents decreasing significance levels (red is most and white is the least significant). Fig. S5. The proline metabolic pathway. Each gene with colored red for up-regulation or blue for down-regulation responding to ABA application under freezing stress (-4.1 ℃ and -5.2 ℃). Table S1. GO and KEGG annotations of the top 5 hub gene based on weighted correlation network analysis (WGCNA).

**RNA extraction, library preparation, and sequencing**

Total RNA from each sample was extracted using TRIzol® Reagent according to the manufacturer’s instructions (Invitrogen, Carlsbard, CA, USA) and genomic DNA was removed using DNase I (TaKara, Shiga, Japan). Then the integrity and purity of the total RNA quality was determined by2100 Bioanalyser (Agilent Technologies, Inc., Santa Clara CA, USA) and quantified using the NanoDrop2000 (Thermo Scientific, Wilmington, DE, USA). Only high-quality RNA sample (OD260/OD280=1.8~2.2 and OD260/OD230≥2.0) was used to construct sequencing library.

The RNA-seq transcriptome libraries were prepared using Illumina TruSeq TM RNA Sample Preparation Kit (San Diego, CA, USA). The poly(A) mRNA was purified from total RNA using oligo-dT-attached magnetic beads and then fragmented by using the fragmentation buffer. These short fragments were used as templates and double-stranded cDNA was synthesized using SuperScript Double-stranded cDNA Synthesis Kit (Invitrogen, CA) with random hexamer primers (Illumina). Then the synthesized cDNA was subjected to end-repair, phosphorylation and ‘A’ base addition according to Illumina’s library construction protocol. Libraries were size selected for 200–300 bp cDNA target fragments on 2% Low Range Ultra Agarose followed by PCR amplified usingPhusion DNA polymerase (New England Biolabs, Boston, MA, USA) for 15 PCR cycles. After quantification by TBS380, two RNA-seq libraries were sequenced in a single lane on NovaSeq 6000 sequencer (Illumina, San Diego, CA) for2×150bp paired-end reads.

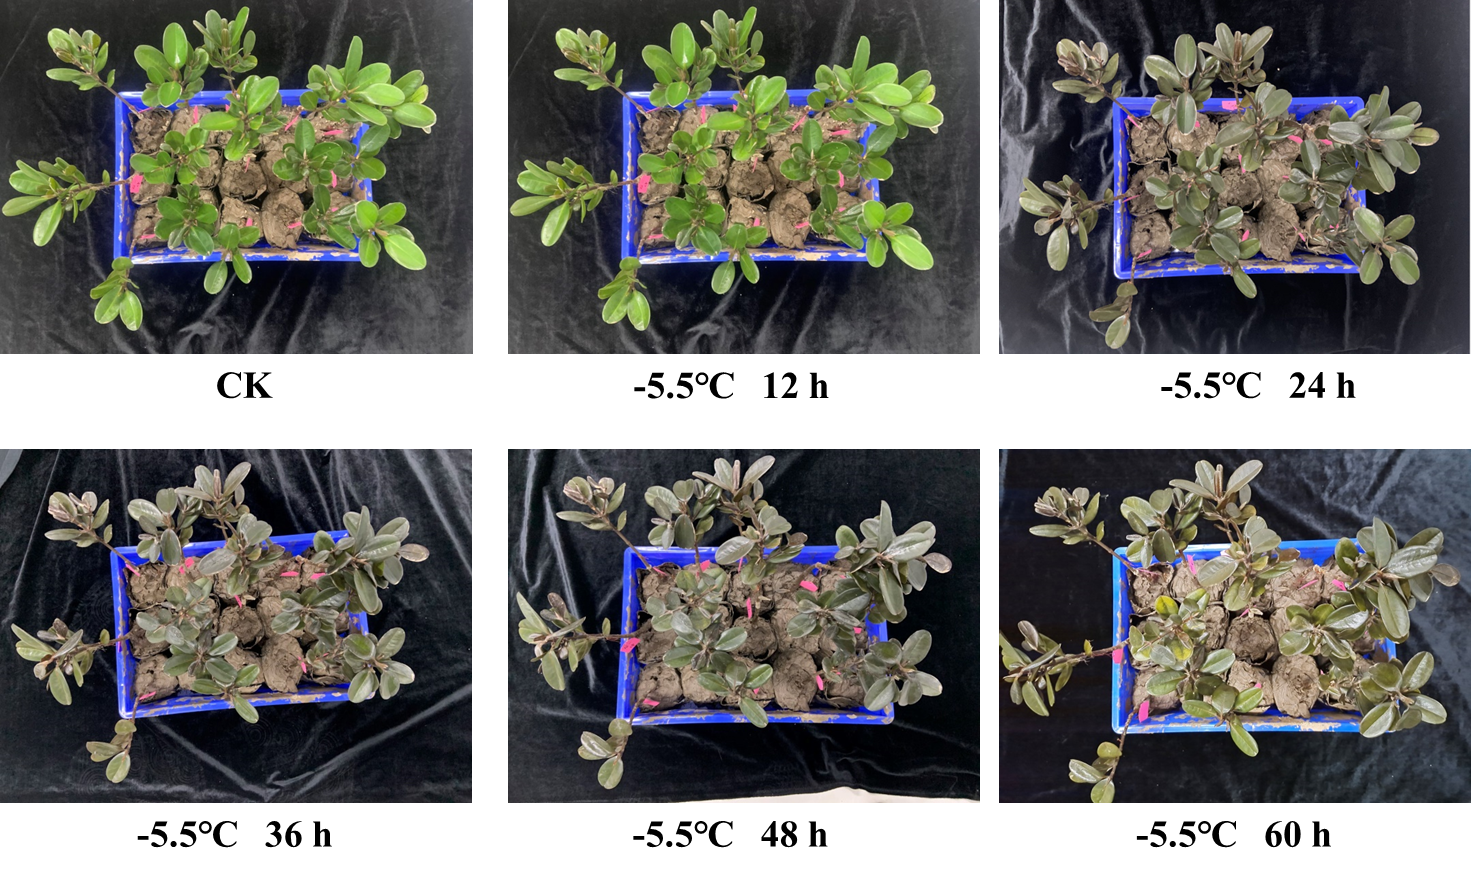

**Fig. S1** Morphologic changes of eight-month-old *K. obovata* seedlings exposed to freezing stress (-5.5 ℃) in the manual climatic box.

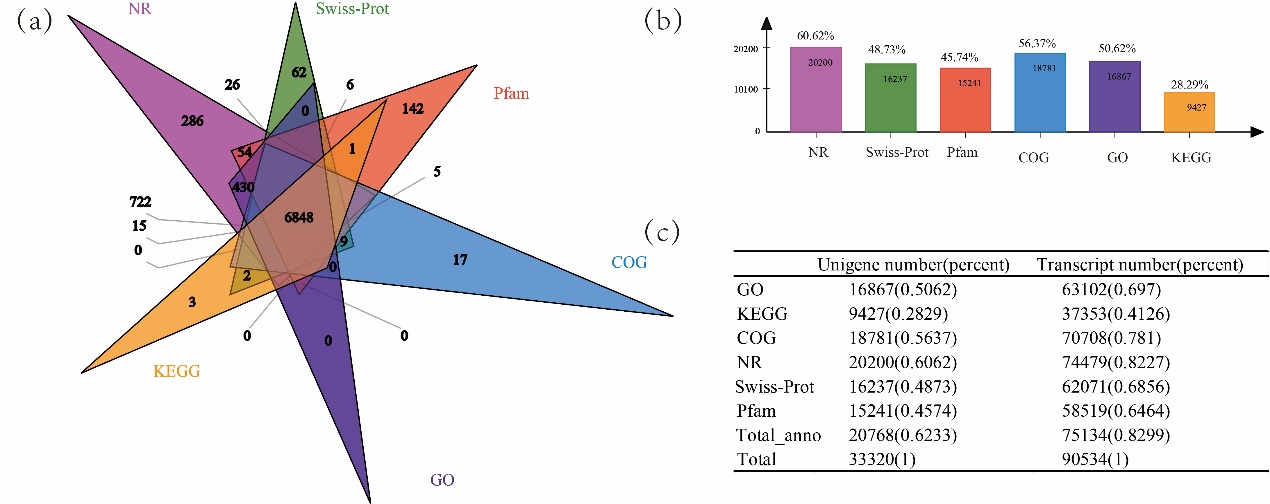

**Fig. S2** Sequences statistics of functional annotation of RNA-Seq data for each database. **a** venn diagram, **b** size of each list, **c** number of tran­scripts or unigenes annotated in databases.

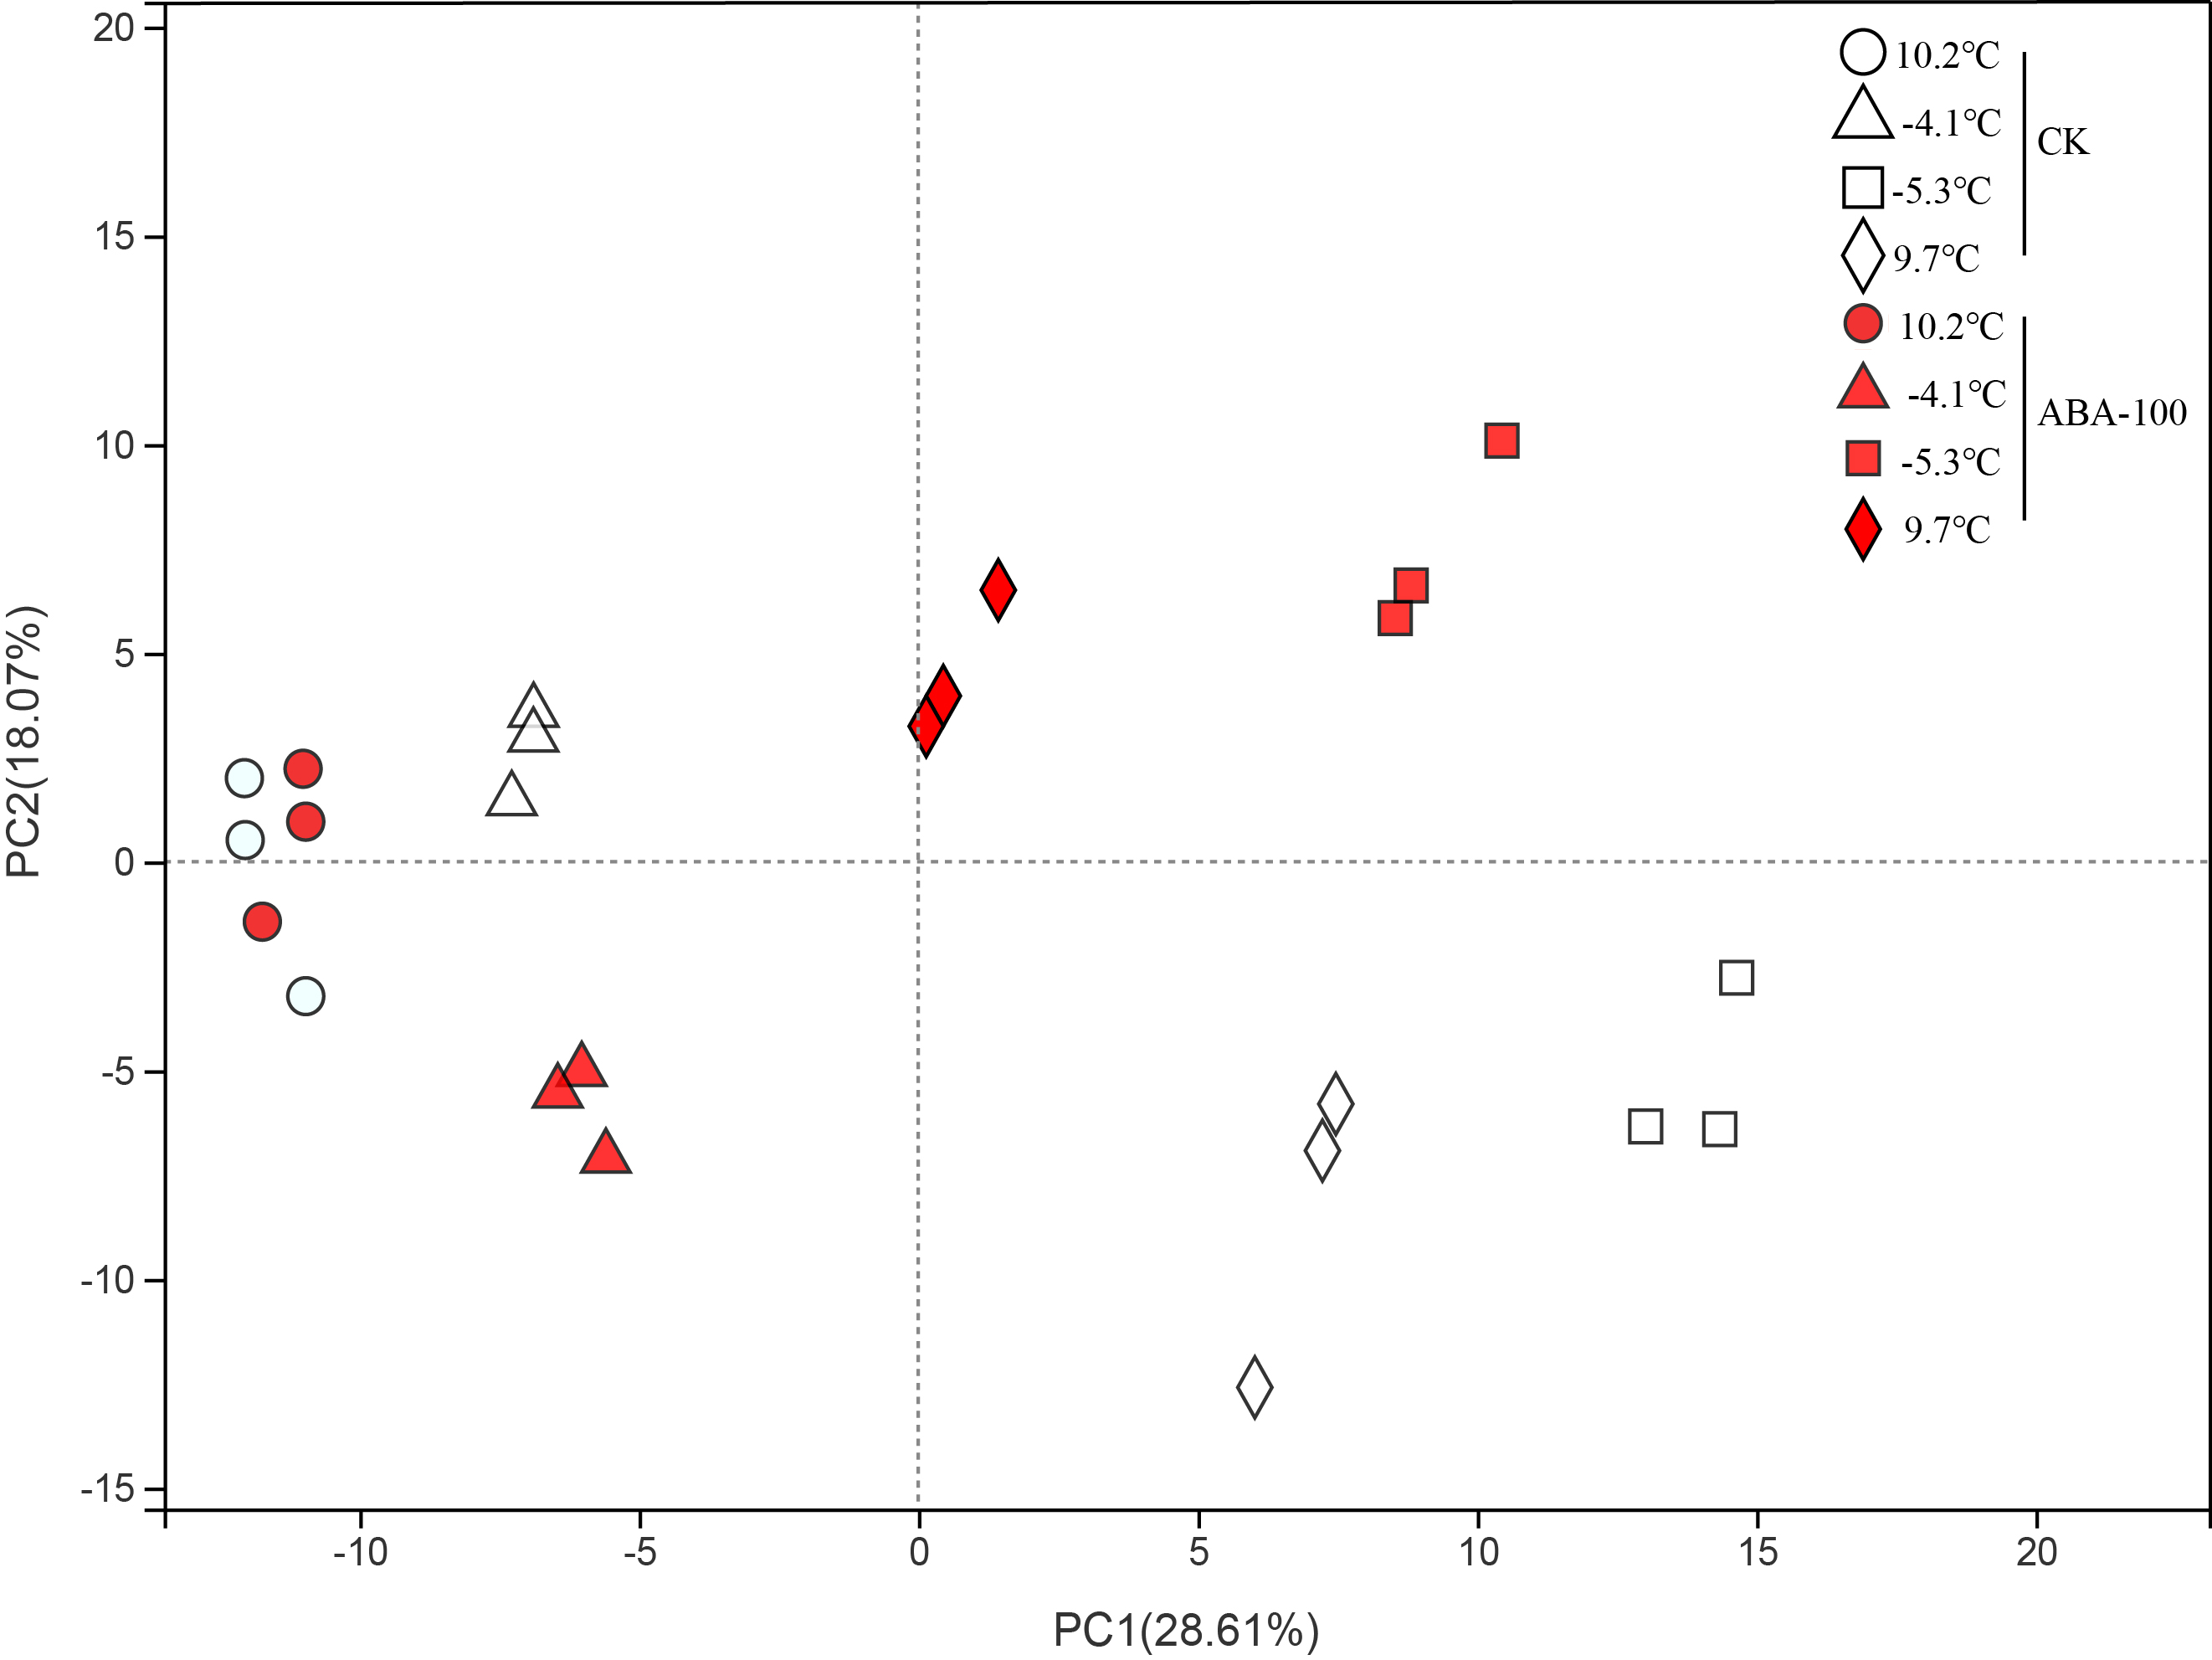

**Fig. S3** Score plots of principal component analysis (PCA) based onall unigenes across control and 100 mg L-1 ABA treated for *K. obovata* under natural frost conditions.

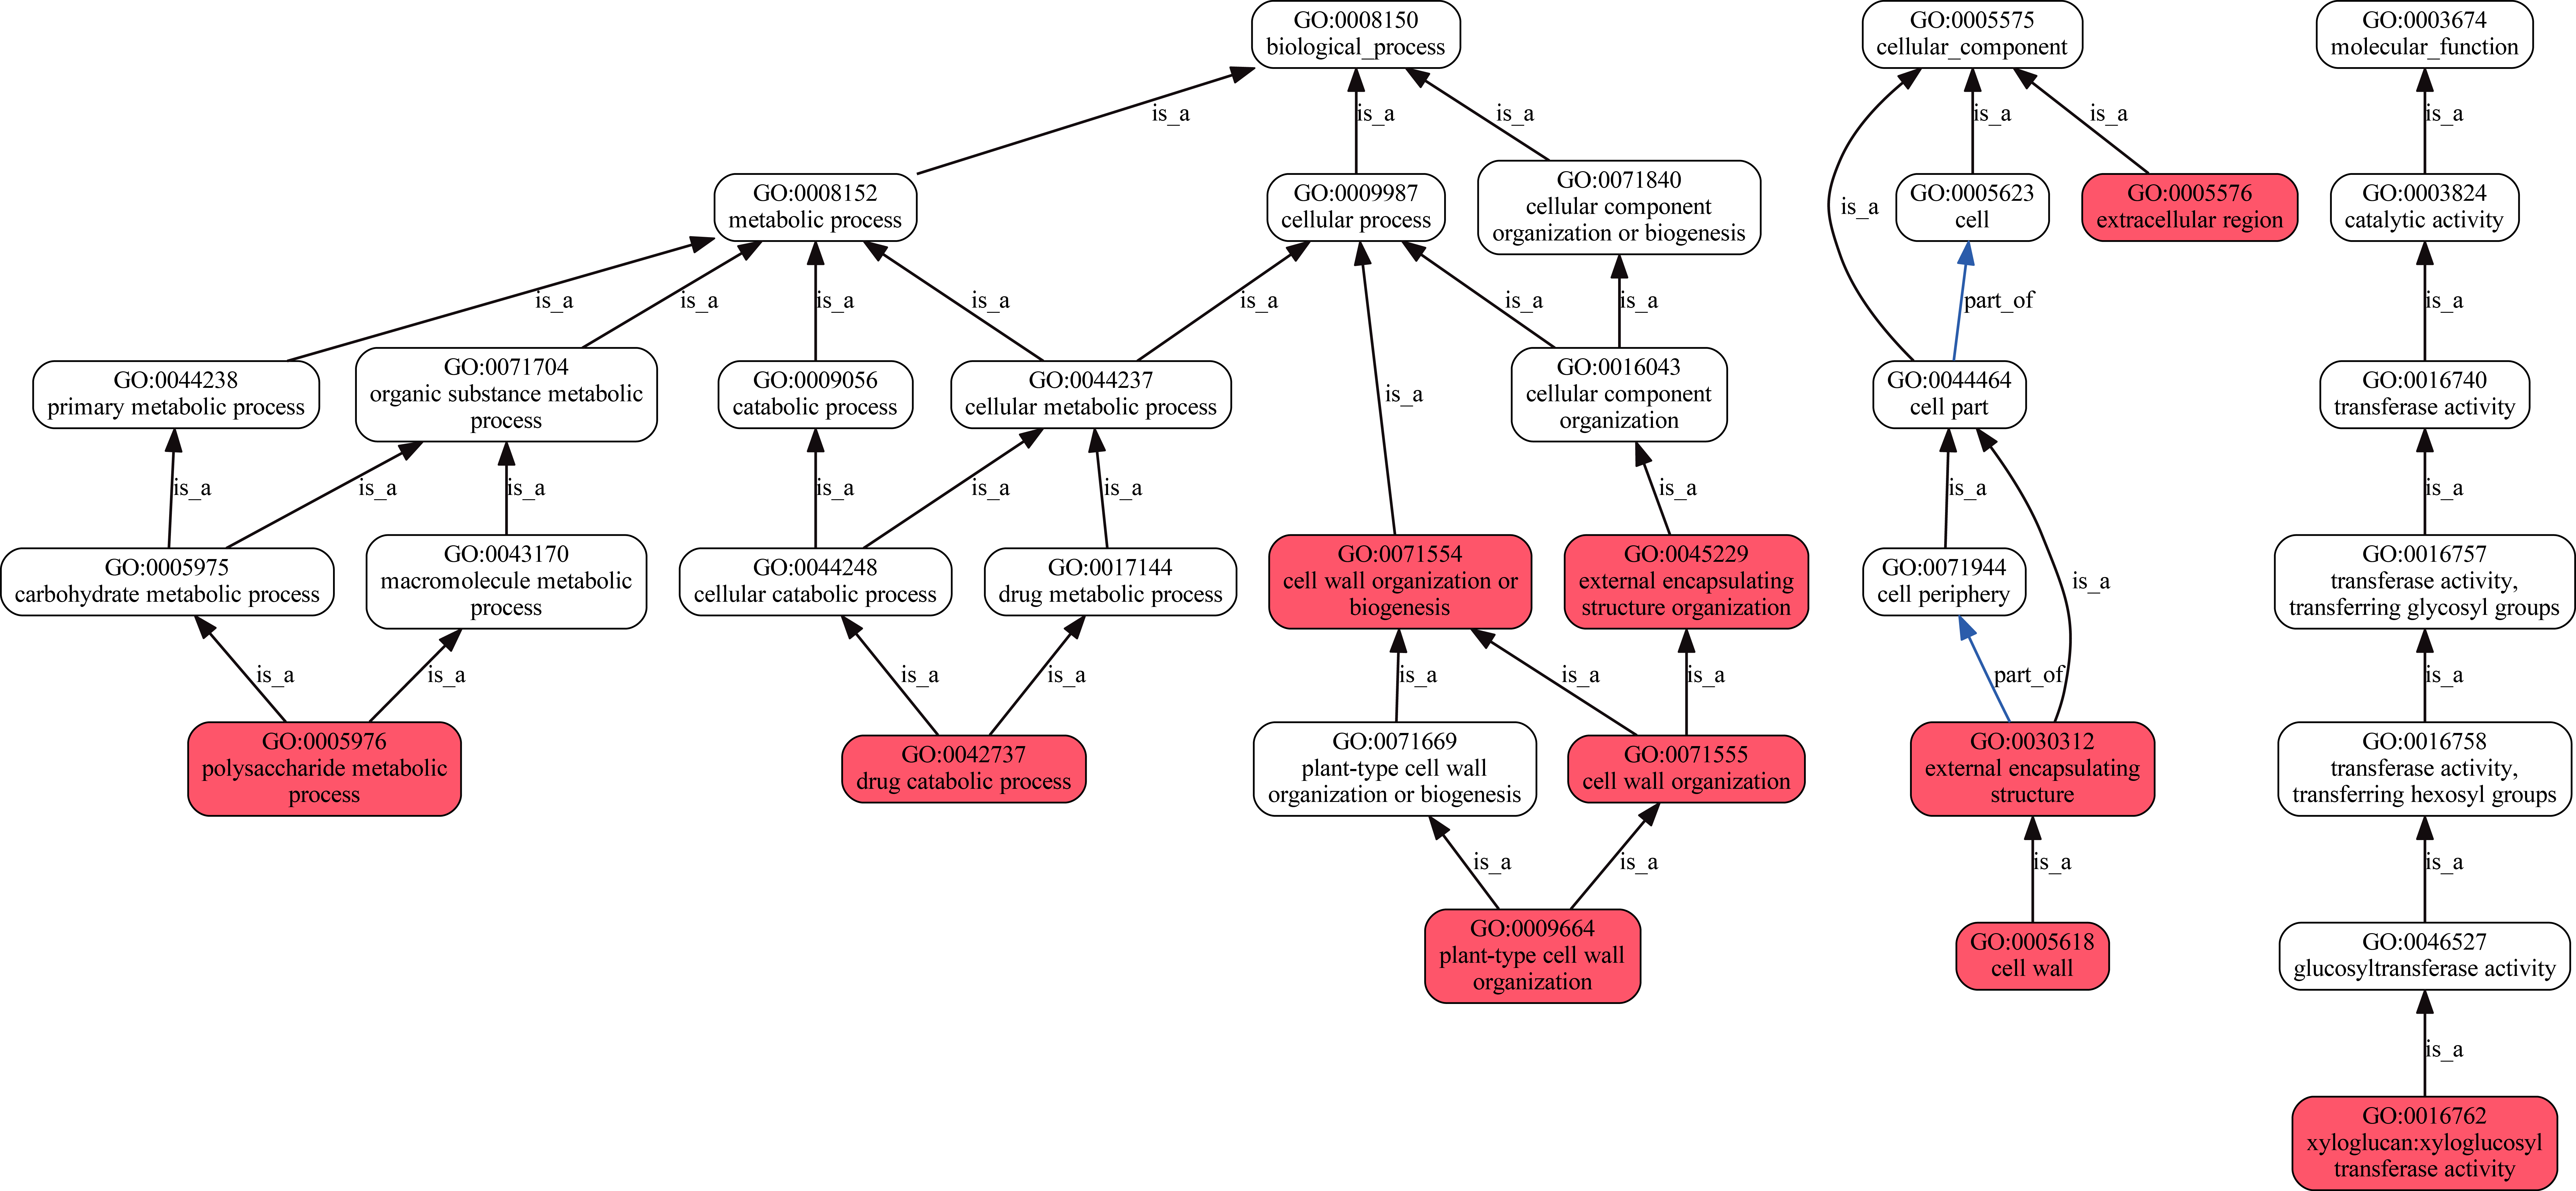

**Fig.** S4 Relationships between GO terms in a directed acyclic graph (DAG). The red towhite color represents decreasing significance levels (red is most and white is the leastsignificant).

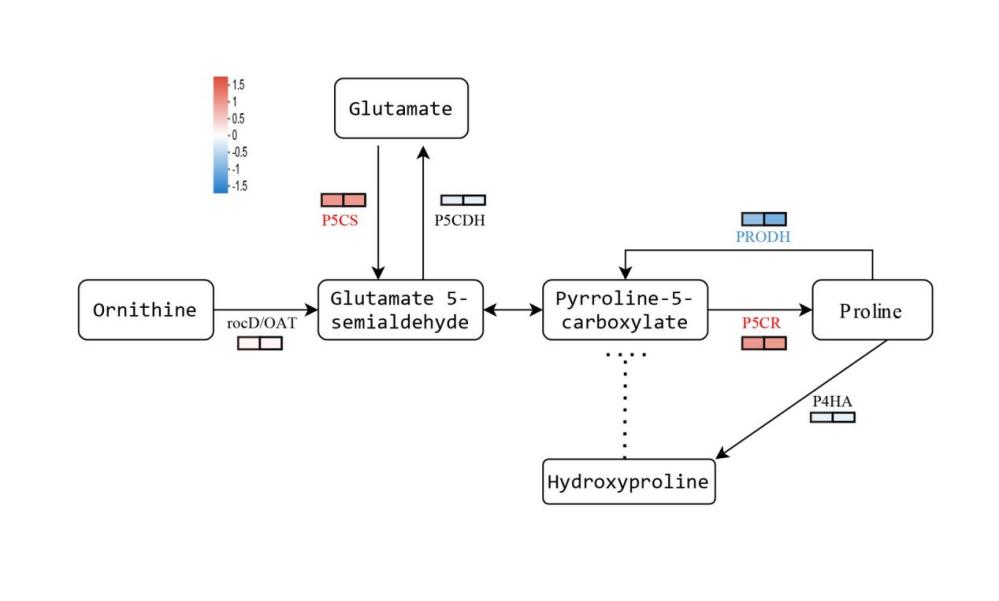

**Fig. S5** The proline metabolic pathway. Each gene with colored red for up-regulation or blue for down-regulation responding to ABA application under freezing stress (-4.1 ℃ and -5.2 ℃).

**Table S1** GO and KEGG annotations of the top 5 hub gene based on weighted correlation network analysis (WGCNA)

| Model | Top 5 gene ID | GO id | GO Description | KO id | Pathway Definition |
| --- | --- | --- | --- | --- | --- |
| MEbrown | DN7698_c0_g1 | GO:0046658 | anchored component of plasma membrane |  |  |
|  | DN5170_c1_g1 | GO:0006355 | regulation of transcription, DNA-templated |  |  |
|  |  | GO:0005634 | nucleus |  |  |
|  |  | GO:0003677 | DNA binding |  |  |
|  | DN8109_c0_g1 | GO:0016021 | integral component of membrane |  |  |
|  | DN7864_c0_g1 | GO:0016021 | integral component of membrane |  |  |
|  |  | GO:0004601 | peroxidase activity |  |  |
|  |  | GO:0005509 | calcium ion binding |  |  |
|  |  | GO:0050664 | oxidoreductase activity, acting on NA | K13447 | MAPK signaling pathway - plant(map04016) |
| MEturquoise | DN2948_c0_g1 | GO:0005634 | nucleus |  |  |
|  | DN3958_c0_g1 | GO:0006783 | heme biosynthetic process | K01772 | Porphyrin and chlorophyll metabolism(map00860 ) |
|  |  | GO:0005739 | mitochondrion |  |  |
|  |  | GO:0016021 | integral component of membrane |  |  |
|  |  | GO:0004325 | ferrochelatase activity |  |  |
|  | DN3221_c0_g1 | GO:0004674 | protein serine/threonine kinase activity |  |  |
|  |  | GO:0005524 | ATP binding |  |  |
|  | DN8005_c0_g2 | GO:0016021 | integral component of membrane | K04710 | Sphingolipid metabolism (map00600 ) |
|  | DN477_c0_g1 | GO:0004722 | protein serine/threonine phosphatase activity |  |  |
|  |  | GO:0004724 | magnesium-dependent protein serine/threonine phosphatase activity | |  |
| MEgrey | DN1524_c0_g1 | GO:0006355 | regulation of transcription, DNA-templated |  |  |
|  |  | GO:0005634 | nucleus |  |  |
|  |  | GO:0008270 | zinc ion binding |  |  |
|  | DN3196_c0_g1 | GO:0016021 | integral component of membrane |  |  |
|  |  | GO:0004672 | protein kinase activity |  |  |
|  |  | GO:0004674 | protein serine/threonine kinase activity |  |  |
|  |  | GO:0004709 | MAP kinase kinase kinase activity |  |  |
|  |  | GO:0005524 | ATP binding |  |  |
|  | DN13229_c0_g1 | GO:0006559 | L-phenylalanine catabolic process | K10775 | Phenylpropanoid biosynthesis (map00940 ) |
|  |  | GO:0009800 | cinnamic acid biosynthetic process |  |  |
|  |  | GO:0005737 | cytoplasm |  |  |
|  |  | GO:0045548 | phenylalanine ammonia-lyase activity |  |  |

How the deposited data were processed for this re-analysis (not part of the article)

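RNA-Seq was performed by the authors on leaves of *K. obovata* in 8 groups of 3 libraries, CK and ABA-100 at 10.2, -4.1, -5.3 and 9.7 ℃. The authors trimmed paired-end reads with SeqPrep and Sickle at default parameters, assembled transcripts with Trinity without a reference genome, and estimated abundance per unigene with RSEM. The deposited values are TPM, scaled by the authors by transcript length and to the same total in each library (999999 to 1000001 as deposited). All 24 columns were used. The authors' own test of DEGs needs read counts. Counts were not used here, so that step was not repeated, no counting error can be given, and the depth behind each TPM value is unknown.

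Each library was assigned to its group and replicate from its deposited label. The labels and the volcano plots of the paper differ, so values are given for groups as labelled, and no library was moved to another group. From the TPM values, log2(TPM + 1) was taken for the 21523 unigenes with at least 1 TPM in at least 3 libraries. A linear model with 1 mean per group was fitted over all 24 libraries with limma 3.58.1 (trend in the prior variance, R 4.3.3), and p was adjusted by Benjamini-Hochberg over all unigenes tested in each contrast. A unigene was called at an adjusted p of 0.05 or less and an absolute log2 fold change above 1, the thresholds of the paper. Differences between effects were tested as interaction contrasts of the same fit. Overlaps were tested with one-sided Fisher's exact tests over the unigenes tested. Principal components were taken from log2(TPM + 1) of the 33255 unigenes above 0 in at least 1 library, centred and scaled, and groups were compared by two-sided exact permutation tests, which cannot go below 0.1 with 3 libraries against 3. Figures were drawn with matplotlib 3.10.9.

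The test was tried on simulated data, in which 200 unigenes of the CK libraries at 10.2 and -4.1 ℃ were given a known change. At a log2 change of 1, 62.7% were called at the adjusted p and 35.8% past both thresholds. At a log2 change of 3, 83.3% were called at the adjusted p. Of 21323 unchanged unigenes 5 were called.

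The unigenes named in the text were chosen by rule. They are the hub unigenes of Table S1, up to 2 unigenes in each direction among those named in each volcano plot, and up to 2 in each direction among the DEGs of CK (10.2 ℃) against CK (9.7 ℃), which has no volcano plot. Names of 41 unigenes were read from the volcano plots of the paper to look up their direction, and the ones named in the text were tested with all other unigenes. The contrast of each plot was read from the title in its picture, since the legend of Fig. 2 names a Venn diagram and numbers of DEGs for the panels drawn as volcano plots. A name drawn as down-regulated in Fig. 2a was partly hidden and was left out of the 41 after its values had been seen. The paper states the biological replicates as 3 per group, sampled from the same seedlings at each stage. Neither the paper nor the labels say that a replicate number marks a seedling, so replicates were treated as unpaired, with a replicate block as an alternative. Other scalings, filters, pseudocounts, thresholds and sets of libraries were tried as alternatives. Gene lists for proline, phenylpropanoid, flavonoid, antioxidant and ABA genes could not be used, since the deposited table pairs no unigene with a name. The GO and KEGG enrichments were left out for the same reason. The co-expression network was not built again, since the modules of unigenes other than those of Table S1 are not listed.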

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

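The tests on the labels, on the leaves taken before the spray and on the libraries numbered 3 were chosen only after the results were seen, as was the sorting of the splits by the groups they keep, and the counts over other splits of the libraries were planned.

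Of 41 unigenes named in the volcano plots, 32 had no log2 fold change beyond 1 in the drawn direction between the libraries labelled with those groups, and 19 went in the drawn direction by any amount (0 of 10 in Fig. 2a, 12 of 12 in Fig. 2b, 3 of 9 in Fig. 3a and 4 of 10 in Fig. 3b). Other scaling, filter or pseudocount choices argue against a processing cause, since they gave at most 11 of 41 as labelled. Mislabelled samples are a candidate explanation, because 1 of 6720 assignments of whole deposited groups to the 5 drawn groups gave the drawn change for 41 of 41 unigenes, with 40 for the next best and 3625 assignments above the 9 found as labelled. That assignment takes the libraries labelled CK (-4.1 ℃), CK (9.7 ℃), ABA-100 (-4.1 ℃), CK (-5.3 ℃) and ABA-100 (10.2 ℃) for the drawn CK (10.2 ℃), CK (-4.1 ℃), CK (-5.3 ℃), ABA-100 (-4.1 ℃) and ABA-100 (-5.3 ℃), and it was found from the values, after a match of each plot on its own had given a tie, so it was not used to name any library. In this assignment the letters of the library codes run with the drawn stages and the digits with the treatments. This reading would place the 3 groups without a volcano plot, and no volcano plot tests it. It was found after the values were seen. By it, the paper's CK (10.2 ℃) against CK (9.7 ℃) would be the libraries labelled CK (-4.1 ℃) and ABA-100 (9.7 ℃). They gave 1040 DEGs (880 up-regulated), nearer the paper's 1328 (1123) than the 214 (105) as labelled. The paper states that PC1 separates the temperatures. Of its scores here, 86.9% of the variance lay between the letters and 2.1% between the stages as labelled. No biological explanation was tested. The assays of the paper, with lower SOD, POD and CAT in CK at the first freezing stage, do not settle the labels.

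Between the libraries labelled CK (10.2 ℃) and ABA-100 (10.2 ℃), both taken before the spray, 1064 unigenes were DEGs (717 up-regulated, 347 down-regulated, with 857 and 240 after median-of-ratios scaling, and 1940 and 5896 at the adjusted p alone), a contrast for which the paper reports no DEGs. Scaling as the whole cause is argued against by the 1066 DEGs under quantile normalization and 1097 under median-of-ratios scaling, and the 3 libraries that deviate together by the 1004 DEGs without them. Mislabelled samples may account for it, as the pair took place 25 of 28 pairs of groups from the fewest DEGs, while the fewest, 79, lay between the libraries labelled CK (10.2 ℃) and CK (-4.1 ℃). Read by the codes, these would be the libraries of ABA-100 and CK at 10.2 ℃, a reading found after the values were seen. A difference between the seedlings or subplots of both treatments before the spray also stays open and was not tested.

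The libraries numbered 3 and labelled ABA-100 at 10.2, -4.1 and -5.3 ℃ deviated from their groups together, with a mean r of 0.28 across unigenes, the highest of the 56 sets of 3 such libraries (0.144 for the next). The paper's Table 1 sets apart the libraries numbered 3 of CK -5.3 ℃, ABA -5.3 ℃ and a second block named ABA 10.2 ℃ by a Q30 of 94.5%, 93.28% and 94.04%, against at most 93% in the others. A sequencing or library batch cannot be told apart here, because the libraries numbered 3 and labelled CK (-5.3 ℃) and ABA-100 (-5.3 ℃) deviated with an r of 0.002, and which library a Q30 belongs to depends on the labels (read by the codes, and with the second block taken for the missing ABA 9.7 ℃, they would be the 3 that deviate together, a reading found after the pattern was seen). Mislabelled samples cannot be told apart here either, because the pair that the volcano plots assign to those names (r 0.276) is among the 3 libraries that showed the pattern. The paper sampled the same seedlings at each stage, so a seedling shared by these libraries stays open and was not tested.

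As labelled, 166 unigenes had a higher and 1035 a lower difference of ABA-100 against CK at -5.3 ℃ than at -4.1 ℃. These 1201 unigenes passed the test of the interaction. Of 100 splits of the libraries 9 gave as many, the highest other 2369. Between the libraries labelled ABA-100 and CK, the change from 10.2 ℃ to -5.3 ℃ differed in 704 unigenes (109 higher and 595 lower with ABA-100). Here 2 of 100 splits gave as many, the highest other 1012. All other splits that gave as many kept 1 or both of the contrasts behind the difference whole, so they carry a real effect and are no reference without change. The splits that mixed the libraries of both contrasts gave at most 4 DEGs, which removes any effect and not only its difference, so the splits do not decide for either difference. Leaving out 1 library in turn gave 1128 to 1320 and 669 to 714 DEGs, with no test of whether these were the same unigenes. In the assignment found from the volcano plots, the groups labelled CK (-4.1 ℃) and ABA-100 (-4.1 ℃) would both be CK. Both differences therefore depend on the labels.

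Other contrasts for which the paper reports no DEGs also gave DEGs as labelled. At 9.7 ℃, 863 unigenes were DEGs between ABA-100 and CK (772 up-regulated, 91 down-regulated, with 594 and 155 under quantile normalization). Within the libraries labelled ABA-100, 721 were DEGs at -4.1 ℃, 628 at -5.3 ℃ and 575 at 9.7 ℃, each against 10.2 ℃. At 9.7 ℃ the 382 up-regulated and 193 down-regulated became 240 and 238 with median-of-ratios scaling, which moved the median log2 fold change by -0.161.

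For each contrast of 3 libraries against 3 the 10 splits are too few for a share under 0.05, and 1 of 10, the real one, gave as many DEGs. For CK against 10.2 ℃ the real count and the highest other were 79 and 9 at -4.1 ℃, 325 and 6 at -5.3 ℃, and 214 and 1 at 9.7 ℃. For ABA-100 against CK they were 1348 and 5 at -4.1 ℃, 391 and 3 at -5.3 ℃, 863 and 6 at 9.7 ℃, and 1064 and 3 before the spray. For ABA-100 against 10.2 ℃ they were 721 and 3 at -4.1 ℃, 628 and 4 at -5.3 ℃, and 575 and 2 at 9.7 ℃.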

How the results depend on the processing

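All alternatives were set before the data were examined, except the groups matched to the volcano plots and the fit without the 3 libraries numbered 3 that deviate together, which were chosen after seeing the data. Of 1275 values of single unigenes under alternatives, 1184 kept their side of the thresholds, 72 lost it, 19 passed newly and 0 changed sign past the threshold. The groups matched to the volcano plots are not among these values, and with them some named unigenes changed sign. The log2 fold change of DN25514_c0_g1 went from -2.34 to 3.16 for Fig. 2a, and that of DN3583_c0_g1 from 2.91 to -1.97 for Fig. 3a. DN2826_c0_g2 kept its direction for Fig. 2b (1.36 and 4.31). The majority direction of some counts turned. Without a fold threshold it turned for CK at -4.1 ℃ (199 up-regulated, 159 down-regulated), ABA-100 against CK at -4.1 ℃ (2581, 4626) and before the spray (1940, 5896), and ABA-100 at -5.3 ℃ against 10.2 ℃ (1343, 1245). With a log2 fold change over 2 it turned for ABA-100 at -4.1 ℃ against 10.2 ℃ (46, 49). For CK at -4.1 ℃ it also turned in the fit of its libraries alone (10, 4) and without replicate 2 (34, 33) or 3 (45, 42) of CK (-4.1 ℃), and with the groups matched to the volcano plots (127, 114). The near-even DEGs of CK at 9.7 ℃ (105, 109) turned in most alternatives, up to 131 and 95, and the 14 hub calls (6, 8) turned or became even in most. With median-of-ratios scaling the shared DEGs went from 34 up-regulated and 56 down-regulated at both stages to 46 and 30, and with quantile normalization ABA-100 at 9.7 ℃ against 10.2 ℃ went from 382 up-regulated and 193 down-regulated to 217 and 255. Limma without trend, no filter and the replicate block left every count within 1.5 times. With the replicate block DN8109_c0_g1 also passed for CK at -5.3 ℃ against 10.2 ℃ (log2 fold change 1.239, adjusted p = 0.0207 from limma), the hub calls were 15, and no other call of a named unigene changed. Libraries with the same number in different groups deviated from their groups with a mean r of 0.02, with 7 of 84 pairs over 0.1 against 1 of 168 pairs with different numbers, and 17 of 24 libraries correlated best with their own number, a hint from the data and not the design. The cause of the shifts below was not tested, apart from the thresholds and the stricter filter, which by construction call or test other numbers of unigenes. Counts are given in the order CK at -4.1, -5.3 and 9.7 ℃ against 10.2 ℃, ABA-100 against CK at -4.1, -5.3, 9.7 ℃ and before the spray, ABA-100 at -4.1, -5.3 and 9.7 ℃ against 10.2 ℃, the difference of the ABA effects, and the ABA-by-stage interaction. With at least 10 TPM in 3 libraries (11123 unigenes) they were 45, 211, 136, 753, 187, 506, 575, 368, 318, 235, 724 and 427, with 241 DEGs of the freezing stages and 847 of either ABA contrast. With a log2 fold change over 2 they were 16, 45, 28, 351, 38, 164, 270, 95, 172, 82, 403 and 245, with 6 shared DEGs, unions of 56 and 383, and 5 hub calls. With the adjusted p alone they were 358, 1965, 2093, 7207, 6403, 4953, 7836, 4939, 2588, 6291, 3251 and 1673, with 3549 shared DEGs and unions of 2150 and 10061. A pseudocount of 0.1 gave 493 for CK at -5.3 ℃, 359 at 9.7 ℃, 696 for ABA-100 against CK at -5.3 ℃, 1599 before the spray, 902 for ABA-100 at 9.7 ℃ and 249 shared DEGs. The libraries of the contrast alone gave 14, 183 and 120 for CK and a union of 195. Hub calls were 8 under median-of-ratios scaling and under quantile normalization, and 9 without the 3 libraries. The groups matched to the volcano plots gave 241, 1348, 217 and 721 for the contrasts drawn in Fig. 2a, Fig. 2b, Fig. 3a and Fig. 3b, 81 shared DEGs and unions of 1435 and 857. With these groups all 5 hub unigenes of MEturquoise rose for Fig. 2b, drawn between CK groups, and all 5 fell for Fig. 3b. Of the 4 of MEbrown, 3 rose for Fig. 3a and 1 fell for Fig. 3b. Of the 3 of MEgrey, 1 fell for Fig. 2a and 2 for Fig. 2b. The directions of the hub unigenes therefore depend on the labels. Leaving out 1 replicate in turn moved the DEGs of CK at -4.1 ℃ (48 without replicate 1 of CK (10.2 ℃), 111 without its replicate 3) and the hub calls (8 without replicate 1 or 2 of CK (-5.3 ℃), up to 16). PC1 then held 17.8% to 19.2%, PC2 9.8% to 10.8%, the share of PC1 scores between stages was 0.4% to 6.9% and that of PC2 scores between treatments 3.3% to 16.4%. With unigenes not scaled PC2 held 8.3% and its share between treatments was 0.5%. With filtered unigenes PC1 held 24.5% and PC2 12.5%. With the 1000 most variable unigenes PC1 held 23.5%, PC2 8.2%, the stage share of PC1 was 5.3% and the treatment share of PC2 0.6%. Without read counts, the limit that depth sets on low TPM values is unknown.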

Differences from the paper's values

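The main counts use the thresholds of the paper's methods, a log2 fold change beyond 1 at an adjusted p of 0.05 or less, and the alternatives with other thresholds are named where they are given. The volcano plots draw their dashed lines at a log2 fold change of 2, read by eye. The paper's counts cover DEGs with annotations from DESeq2 on read counts, and those given here cover all unigenes tested from TPM by limma, for the libraries as labelled.

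For CK (10.2 ℃) against CK (-4.1 ℃) the paper gives 293 DEGs, 184 of them up-regulated, and the labelled libraries gave 79 and 28. For CK (-5.3 ℃) the paper gives 1778 and 1325, and the libraries gave 325 and 247. Of the alternatives set before the data were examined, the adjusted p alone came within 1.5 times of all 4 values (358, 199, 1965 and 1436) and no other did. For CK (9.7 ℃) the paper gives 1328 and 1123, and the libraries gave 214 and 105. The adjusted p alone came within 1.5 times of the up-regulated DEGs (942), and no alternative set before the data were examined did so for the total. Read by the library codes, this contrast would lie between the libraries labelled CK (-4.1 ℃) and ABA-100 (9.7 ℃). That pair gave 1040 DEGs, 880 of them up-regulated, and the reading was found after the values were seen. For the DEGs of both freezing stages the paper gives 1874 and the libraries as labelled gave 381, with 2150 by the adjusted p alone. No other alternative set before the data were examined came within 1.5 times.

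For ABA-100 against CK at -4.1 ℃ the paper gives 277 DEGs, with 172 up-regulated and 105 down-regulated, and the libraries gave 1348, 989 and 359. A log2 fold change over 2 gave 351 in all and the stricter filter 148 down-regulated. No other alternative set before the data were examined came within 1.5 times of any of the paper's 3 values. At -5.3 ℃ the paper gives 626 up-regulated and 554 down-regulated DEGs, and the libraries gave 99 and 292. A pseudocount of 0.1 gave 515 down-regulated, and no other alternative set before the data were examined came within 1.5 times of either value.

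The groups matched to the volcano plots were chosen after seeing the values, and with them 0 of the 41 unigenes named in the plots lost the drawn call. They gave 241 DEGs (127 up-regulated) for Fig. 2a, 1348 (989) for Fig. 2b and 1435 for both freezing stages, all within 1.5 times of the paper's counts. They gave 217 DEGs (165 up-regulated, 52 down-regulated) for Fig. 3a and 271 up-regulated and 450 down-regulated for Fig. 3b, where the 52 and the 271 stay more than 1.5 times from the paper's values. The 81 shared DEGs and the 857 of either ABA contrast under this match lie further from the paper's 139 and 1318 than the 124 and 1615 as labelled. The counts as labelled rest on 1348 DEGs at -4.1 ℃ and 391 at -5.3 ℃. The paper has fewer DEGs at -4.1 ℃ (277) than at -5.3 ℃ (626 up-regulated, 554 down-regulated), so these counts do not settle the labels.

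On the score plot PC1 held about 29% and PC2 about 18% in Fig. S3, read by eye, and here 18.3% and 10.2%. Only filtered unigenes (24.5% and 12.5%) came within 1.5 times of both and the 1000 most variable unigenes of PC1 (23.5%), and none of the other alternatives did. The paper states that PC1 separates the temperatures and PC2 the treatments. As the libraries are labelled, 78.8% of the PC1 scores lay between treatments and 2.1% between stages, and 11.8% of the PC2 scores lay between treatments.

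Of the unigenes named in the volcano plots, 0 of 10 in Fig. 2a, 6 of 12 in Fig. 2b, 2 of 9 in Fig. 3a and 1 of 10 in Fig. 3b were DEGs in the drawn direction between the libraries as labelled.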

Other observations

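The tests named here beyond the planned contrasts, namely the comparison of the library codes and of all pairs of groups, were chosen after the results were seen.

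The hub unigenes of MEturquoise were also higher in the libraries labelled ABA-100 outside the freezing stages. At 9.7 ℃ ferrochelatase (DN3958_c0_g1) had 11.4 ± 0.147 and 35.9 ± 3.37 TPM in the libraries labelled CK and ABA-100 (SD, n = 3 each, log2 fold change 1.57, adjusted p = 1.44e-10 from limma). DN2948_c0_g1 had log2 fold changes of 1.18 before the spray and 1.50 at 9.7 ℃, DN8005_c0_g2 1.19 and 1.52, DN477_c0_g1 1.16 and 1.18, and DN3221_c0_g1 0.79 and 0.87, the last below the threshold. As labelled, the difference of ABA-100 against CK at -5.3 ℃ minus that at -4.1 ℃ was -2.73 for DN3958_c0_g1 (adjusted p = 1.83e-11 from limma's interaction test) and -1.95 for DN3221_c0_g1.

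The MEgrey unigene DN1524_c0_g1 had 23.1 ± 0.509 TPM in the libraries labelled CK (9.7 ℃) and 7.46 ± 0.391 TPM in those labelled ABA-100 (9.7 ℃), a log2 fold change of -1.51 (adjusted p = 6.65e-11 from limma).

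The labels carry a second name for each library, a code of a letter from A to D and a digit. Of the PC1 scores, 86.9% of the variance lay between the letters and 1.1% between the digits, and of the PC2 scores 15.5% and 21.4%. As labelled, a letter holds a pair of stages of a treatment, and in the groups matched to the volcano plots, chosen after seeing the data, the letters run with the stages and the digits with the treatments, so what these shares separate depends on the labels. Among all 28 pairs of groups, the libraries labelled CK (10.2 ℃) and ABA-100 (-4.1 ℃) differed in the most unigenes, with 1464 DEGs.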
